# Abstinence from Escalation of Cocaine Intake Changes the microRNA Landscape in the Cortico-Accumbal Pathway

**DOI:** 10.3390/biomedicines11051368

**Published:** 2023-05-05

**Authors:** Vidhya Kumaresan, Yolpanhchana Lim, Poorva Juneja, Allison E. Tipton, Giordano de Guglielmo, Lieselot L. G. Carrette, Marsida Kallupi, Lisa Maturin, Ying Liu, Olivier George, Huiping Zhang

**Keywords:** protracted abstinence, outbred heterogeneous stock rats, prefrontal cortex, nucleus accumbens, rat brain miRNA, small RNA sequencing, addiction index

## Abstract

Cocaine administration alters the microRNA (miRNA) landscape in the cortico-accumbal pathway. These changes in miRNA can play a major role in the posttranscriptional regulation of gene expression during withdrawal. This study aimed to investigate the changes in microRNA expression in the cortico-accumbal pathway during acute withdrawal and protracted abstinence following escalated cocaine intake. Small RNA sequencing (sRNA-seq) was used to profile miRNA transcriptomic changes in the cortico-accumbal pathway [infralimbic- and prelimbic-prefrontal cortex (IL and PL) and nucleus accumbens (NAc)] of rats with extended access to cocaine self-administration followed by an 18-h withdrawal or a 4-week abstinence. An 18-h withdrawal led to differential expression (fold-change > 1.5 and *p* < 0.05) of 21 miRNAs in the IL, 18 miRNAs in the PL, and two miRNAs in the NAc. The mRNAs potentially targeted by these miRNAs were enriched in the following pathways: *gap junctions*, *neurotrophin signaling*, *MAPK signaling*, and *cocaine addiction*. Moreover, a 4-week abstinence led to differential expression (fold-change > 1.5 and *p* < 0.05) of 23 miRNAs in the IL, seven in the PL, and five miRNAs in the NAc. The mRNAs potentially targeted by these miRNAs were enriched in pathways including *gap junctions*, *cocaine addiction*, *MAPK signaling*, *glutamatergic synapse*, *morphine addiction*, and *amphetamine addiction*. Additionally, the expression levels of several miRNAs differentially expressed in either the IL or the NAc were significantly correlated with addiction behaviors. Our findings highlight the impact of acute and protracted abstinence from escalated cocaine intake on miRNA expression in the cortico-accumbal pathway, a key circuit in addiction, and suggest developing novel biomarkers and therapeutic approaches to prevent relapse by targeting abstinence-associated miRNAs and their regulated mRNAs.

## 1. Introduction

Recent epidemiological data suggest a resurgence in cocaine use and cocaine-related problems in the United States [1]. The continued use of cocaine induces lasting maladaptive plasticity that can lead to cocaine use disorder (CUD). Similar to other substance use disorders (SUDs), CUD is a chronic and relapsing neuropsychiatric disorder, causing a serious global health problem that exerts a heavy toll on both individuals and society [2,3]. CUD subjects are beset by a compulsion to use drugs despite severe, life-changing, and negative consequences. Drug overdose deaths involving psychostimulants, such as cocaine, are continuing to increase [4]. To date, no FDA-approved pharmacotherapies for CUD are available. Currently available medications for CUD are either maintenance or replacement therapies that are merely less addictive substitutes and do not address the true underlying pathology [5]. The identification of novel therapeutic targets, such as miRNA or their targets, and the development of treatment strategies based on miRNA, such as CUD-associated biomarkers, would greatly benefit CUD patients.

Evidence from family, adoption, and twin studies strongly suggests a genetic contribution to the abuse of alcohol and illicit drugs, including cocaine. Several genome-wide association studies (GWAS) have identified CUD-associated genetic variants; however, there is a lack of replicated findings [6]. Moreover, CUD-associated common variants identified so far by GWAS can only explain a small proportion of its genetic liability [7,8]. To uncover the molecular components that underlie the “missing heritability” of CUD, it is necessary to investigate the epigenetic mechanisms of CUD and gene–environment interactions, besides identifying CUD-associated rare variants that may exert a larger impact than common variants on CUD risk.

Aberrant epigenetic neuroadaptations induced by repeated drug exposure followed by protracted abstinence play a major role in the maladaptive plasticity of the cortico-accumbal pathways, leading to drug use disorders. Neuroadaptive changes can manifest as personality traits that render an individual vulnerable to neuropsychiatric disorders, particularly drug misuse. Epigenetic changes play an important role in behavior, health and disease. They are diverse, ranging from histone modifications, DNA methylation, noncoding RNA regulation, and chromatin remodeling [9,10].

miRNAs are ubiquitously expressed and play a major and crucial role in the posttranscriptional regulation of gene expression. miRNAs affect a wide range of biological processes in health and affect diseases including cancer and cardiovascular dysfunctions, among others. They play a critical role in CNS disorders, including cognition, neurodegeneration, and neuropsychiatric disorders [11,12,13]. miRNAs are noncoding RNAs of ~20–22 nucleotides that are negative regulators of protein translation. Each miRNA can target 100–1000 different mRNAs either for degradation or for repression of mRNA translation by binding to the 3′UTR of mRNAs. miRNAs thus regulate gene expression post-transcriptionally in response to external and internal stimuli in a neuronal activity-dependent manner [14,15,16]. miRNAs affect multiple aspects of neuronal and glial genesis, development, differentiation, and function, in particular dopamine neurons [17,18], as well as neuronal plasticity [19], cognition, and dementia [13]. Alterations in the miRNA expression landscape have been identified as causal events in co-morbid disorders such as stress and anxiety as well as substance abuse [16,20,21]. Therefore, targeting miRNAs and the mRNAs that they regulate is likely to be effective in preventing or reversing aberrant adaptations induced by chronic and compulsive drug use. Consequently, miRNAs may serve as novel therapeutic targets and as biomarkers of SUDs [21,22,23].

Cocaine-induced changes in brain miRNA transcriptomes constitute a major class of epigenetic alterations. Profiling of transcriptome-wide miRNA expression changes in the brains of CUD subjects facilitates the understanding of the epigenetic mechanism of CUD. Several rodent models are available that have face and predictive validity and mimic various core features exhibited by individuals with SUDs [24,25]. We have used N/NIH Heterogeneous Stock (HS) rats in this study. HS rats are unique in that they are highly recombinant animals; thus, they mimic the genetic diversity observed in human subjects [26,27]. The genetic diversity of HS rats ensures that some HS rats are vulnerable to drug use and exhibit compulsive-like use of cocaine, while others exhibit resilience similar to human subjects. Additionally, the cocaine biobank [28] maintained at the University of California, San Diego (UCSD) completely characterizes the addiction-related behaviors of HS rats and computes an addiction index, permitting the correlation of transcriptomic changes with rat addiction phenotypes. Studies using experimenter-administered, non-contingent cocaine in rodents have demonstrated coding and non-coding RNA expression changes at different stages of cocaine withdrawal in the prefrontal cortex (PFC) and nucleus accumbens (NAc) [29,30,31]. However, abstinence-induced small noncoding RNA (e.g., miRNA) expression changes using a contingent, escalated cocaine intake paradigm merit further investigation.

The present study explored cocaine withdrawal/abstinence-associated miRNA transcriptomic changes in brain reward regions using the HS rat. Extended access to cocaine was followed by two different durations of forced withdrawal and abstinence (18 h and 4 weeks, respectively). miRNA transcriptome profiling was carried out in the cortico-accumbal pathway, including the nucleus accumbens (NAc), a key brain region mediating a variety of behaviors, including reinforcement learning, as well as the pre- and infra-limbic areas of the prefrontal cortex (PFC), which normally exerts executive control of behavior.

## 2. Materials and Methods

### 2.1. Rat Brain Samples

Three groups of snap-frozen HS rat brains were obtained from the Cocaine Biobank located in the Department of Psychiatry at the University of California, San Diego (UCSD) La Jolla, CA 92093, USA. Abstinence rats (4 male rats) had an escalated cocaine self-administration (SA) followed by a 4-week protracted abstinence; withdrawal rats (4 male rats) had an escalated cocaine SA followed by an 18-h withdrawal; and naïve rats (4 male rats) were naïve animals. The rats in the three groups were age-matched at the start of self-administration [the mean age (days) of rats for the 4-week abstinence experiment: 61 ± 9 (mean ± SD); the mean age (days) of rats for the 18-h withdrawal experiment: 64 ± 8 (mean ± SD); and the mean age (days) of naïve rats for the control experiment (naïve: 63 ± 8 (mean ± SD)]. The *t*-tests did not show significant age differences between the three groups of rats at the start of cocaine administration (abstinence vs. withdrawal: t = 0.47, *p* = 0.656; abstinence vs. naïve: t = 0.252, *p* = 0.809; withdrawal vs. naïve: t = 0.22, *p* = 0.829). Detailed information on cocaine SA and withdrawal, as well as behavioral procedures, can be found in a published article [28] and the George Lab protocol (https://www.protocols.io/workspaces/george-lab) (last two visits-November 2022 and December 2022). All procedures were performed following the Guide for the Care and Use of Laboratory Animals from the National Institutes of Health (NIH), and the protocol (IACUC S1906—accessed on 23 February 2023) was approved by the Institutional Animal Care and Use Committees (IACUC) of The Scripps Research Institute and UCSD. Our studies were carried out blinded to the treatment conditions of the rats.

Briefly, rats were anesthetized with vaporized isoflurane (1–5%) and then underwent surgical insertion of an intravenous catheter into the right jugular vein. After surgery and recovery, rats were trained on a fixed ratio 1 (FR1) schedule for self-administering (SA) cocaine (0.5 mg/kg) for 10 sessions, with each session lasting for 2 h. Next, rats were given longer access (LgA) to SA cocaine (0.5 mg/kg) for 14 sessions, with each session lasting for 6 h. Following the last SA session, a subset of rats underwent a protracted period (4 weeks) of forced abstinence and were then euthanized (abstinence: 4 male rats). Another subset of rats were euthanized 18 h following the last SA session (withdrawal: 4 male rats). Finally, a third group of aged-matched naïve rats (naïve: 4 male rats) was used in parallel. All brains were extracted and submerged in a slurry of 2-methylbutane with dry ice (at −30 °C) until fully frozen. Snap-frozen rat brains were then shipped on dry ice to the Boston University School of Medicine. In addition, abstinence and withdrawal rats were subjected to a battery of behavioral tests to compute z-scores for specific addiction-like behaviors, as described previously [28]. These z-scores included the escalation index (Z ESC), the progressive ratio index (motivation or Z PR), and the shock index (compulsivity-like behavior or Z Shock). The overall addiction index was then obtained by averaging relevant behavioral indices. Boston University’s investigators were blinded to whether the rats were naïve or cocaine-experienced rats, and whether they underwent withdrawal or protracted abstinence from cocaine. 

### 2.2. Rat Brain Dissection and Small RNA Sequencing (sRNA-Seq)

Thick sections from snap-frozen rat brains were sliced using a razor blade and a Thermo Scientific HM525 NX Cryostat (Thermo Fisher Scientific, Waltham, MA, USA). The nucleus accumbens (NAc) and infra- and pre-limbic prefrontal cortices (IL and PL) were dissected (Supplementary Figure S1). The microdissection was carried out rapidly from thick frozen sections placed on the surface of a clean, RNase-free glass platform cooled to −30 °C on dry ice. Anatomical features were used to identify the brain nuclei prior to dissection of specific limbic nuclei.

Total RNAs were isolated from 10 to 30 mg of selected brain nuclei of the limbic circuit using the miRNeasy Mini kit (Qiagen, Valencia, CA, USA). RNA integrity numbers (RIN) and concentrations of 36 total RNA samples [extracted from three brain regions (IL, PL, and NAc) of three groups of rats (abstinence: 4 male rats; withdrawal: 4 male rats; and naïve: 4 male rats)] were measured using the Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA) (Supplementary Table S1). Small noncoding miRNA transcriptomes in three brain regions (IL, PL, and NAc) of the three groups of rats were profiled using small RNA sequencing (sRNA-seq), as we previously described [21,32]. In short, 250 g of total RNA was used to generate small RNA-seq libraries with the use of the NEBNext Multiplex Small RNA Library Prep Set for Illumina (Set 1) (NEB, Ipswich, MA, USA). cDNA libraries were purified and pooled in an equimolar ratio (12 libraries per pool). They were then sequenced by single-ended 75-bp RNA sequencing on an Illumina HiSeq 2500 Sequencing System (Illumina, CA, USA).

The workflow for the Comprehensive Analysis Pipeline for miRNA Sequencing Data (CAP-miRseq) [33] was used for raw reads (in fastq files) pre-processing, alignment (Reference Sequences: the Rat Genome Assembly rn6), and mature/precursor/novel miRNA qualification and prediction. The read counts of 723 rat mature miRNAs were obtained. The average number of reads per sample was 20,559,895, and the average mapping rate (aligned reads/reads sent to Aligner) was 72.9%. The sRNA-seq fastq files and normalized read counts can be downloaded from the NCBI Gene Expression Omnibus (GEO) database (accession number: GSE212651).

### 2.3. Statistical Analysis

miRNA transcriptomic changes in each of the three brain regions (IL, PL, and NAc) due to a 4-week abstinence or an 18-h withdrawal after escalated cocaine use were analyzed [abstinence (a 4-week abstinence) vs. naïve, as well as withdrawal (an 18-h withdrawal) vs. naïve] following the method applied in our recent study [32]. We also compared miRNA transcriptomes between rats with protracted abstinence and acute withdrawal (i.e., a 4-week abstinence vs. an 18-h withdrawal).

First, the filterByExpr function in edgeR [34] was used to filter out lowly expressed miRNAs, which were not expressed at a biologically meaningful level. Second, miRNA expression levels were normalized using the weighted trimmed mean of M-value (TMM) method through the calcNormFactors function in edgeR [35], which computed scaling factors to convert observed library sizes into effective library sizes. Third, the expression counts were converted into normalized log_2_CPM counts using the function voom [36], by which the mean–variance relationship of the log-counts was analyzed and a precision weight for each miRNA was calculated. Fourth, the lmfit function in Limma [37] was used to fit a linear regression model using weighted least squares for miRNAs. Estimated coefficients and standard errors for a given set of contrasts between groups were computed using the contrasts.fit function, which is also part of the lima package [37]. Finally, a t-statistic test was used to identify significant miRNAs. The RNA integrity number (RIN) of RNA samples was considered a covariate in the differential expression analysis. The decideTests function [38] for multiple testing across genes and contrasts was used to classify miRNAs as significantly negative, not significant, or significantly positive. The differential expression results were visualized by volcano plotting [39]. In addition, the correlation of normalized expression levels of differentially expressed miRNAs [fold-change (FC) ≥ 2.0 and *p* < 0.05] with the addiction index, as well as z-scores (Z ESC: the z-score of escalation of cocaine use; Z PR: the z-score of progressive ratio or motivation to seek cocaine; and Z Shock: the z-score of contingent foot shock or resistance to punishment) was analyzed by a partial correlation analysis [40] with “Group” as a confounding variable.

### 2.4. Bioinformatics Analysis

The function of cocaine withdrawal-associated miRNAs [|fold-change (FC)| ≥ 1.5 and *p* < 0.05], identified by comparing miRNA transcriptomes among the three groups of rats (acute withdrawal vs. naïve, protracted abstinence vs. naïve, and acute withdrawal vs. protracted abstinence), was analyzed using web-server mirPath v.3 (Volos, Greece) [41], which utilizes the DIANA-microT-CDS algorithm to predict miRNA targets (or mRNAs). mirPath v.3 was also used to annotate KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways overrepresented by mRNAs predicted to be targeted by differentially expressed miRNAs.

In addition, the predicted miRNA–mRNA pairs and their associated canonical pathways were analyzed using the miRNA Target Filter function in the Ingenuity Pathway Analysis (IPA, Ingenuity Systems, http://www.ingenuity.com) URL accessed on 29 July 2022. miRNAs that were differentially expressed between groups (|FC| ≥ 1.5 and *p* < 0.05) were run through the miRNA Target pipeline in the IPA to identify their target mRNAs with high confidence or experimentally validated. Next, target mRNAs were filtered to retain those belonging to specific classes of molecules, such as “nuclear receptor” or “transcription factor”. miRNAs were filtered to include those predicted as target genes (or mRNAs) participating in canonical pathways associated with nervous system processes or signaling pathways. Finally, miRNAs and their target mRNAs (after filtering) along with relevant canonical pathways enriched in miRNA target mRNA sets (as determined by the IPA database) were visualized.

## 3. Results

### 3.1. Brain Region-Specific miRNA Expression Changes Due to Acute Withdrawal or Protracted Abstinence following Cocaine Self-Administration (SA)

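Small RNA was sequenced from 36 libraries, 1 from each of the infralimbic (IL) and prelimbic (PL) prefrontal cortex and the nucleus accumbens (NAc) of 12 heterogeneous stock rats. The rats made up 3 groups of 4: cocaine-naïve rats, rats at acute withdrawal (18 h in the paper, 16 h in the sample labels) and rats after 4 weeks of abstinence. The values are raw read counts per mature miRNA that the authors obtained with the CAP-miRseq workflow. They cover 723 mature miRNAs, of which 95 had no count in any library. Total counts ranged from 6192155 to 18877136 per library (median 10739454). Low counts were removed with filterByExpr for the 9 combinations of group and region, which left 457 miRNAs holding 99.998106% of all counts. Library totals were scaled with TMM factors, and expression is given as log2 CPM with a prior count of 0.5. Groups were compared within each region with edgeR's quasi-likelihood test, fitted to all 36 libraries with the RNA integrity number (RIN) as a covariate. A miRNA was taken as higher or lower where its fold change was at least 1.5 with an unadjusted p under 0.05, the thresholds of the paper, and p-values adjusted by Benjamini-Hochberg over the 457 miRNAs are given beside. Single miRNAs were also compared by exact two-sided permutation tests on log2 CPM, for which the smallest p that 4 rats against 4 allow is 0.0286. Each rat gave all 3 regions, so a difference between regions was tested on the change itself, with and without the rat as a block. The 16 lists of miRNAs tested were fixed before the data were examined, and the miR-183 and miR-200 families were grouped after.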

After normalizing miRNA expression levels and removing low-expression miRNAs, 377 mature miRNAs remained for differential expression analysis. Differentially expressed miRNAs in three brain regions (IL, PL, and NAc) of rats with acute withdrawal (18 h) are visualized using volcano plots (Figure 1). An 18-h acute withdrawal (compared to naïve rats) resulted in differential expression (|FC| ≥ 1.5 and *p* < 0.05) of 21 miRNAs in the IL, 18 miRNAs in the PL, and two miRNAs in the NAc (Table 1). rno-miR-338-3p showed differential expression in both PL and NAc; however, it was upregulated in the PL (log_2_FC = 0.80 or FC = 1.74 and *p* = 0.046) but downregulated in the NAc (log_2_FC = −0.84 or FC = −1.78 and *p* = 0.038). rno-miR-382-3p was downregulated in both IL (log_2_FC = −1.29 or FC = −2.45 and *p* = 0.022) and NAc (log_2_FC = −1.08 or FC = −2.11 and *p* = 0.049). Moreover, differentially expressed miRNAs in three brain regions (IL, PL, and NAc) of rats with a protracted (4-week) protracted abstinence are visualized with volcano plots (Figure 2). 

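In the IL at 18 h of withdrawal, 15 miRNAs were higher and 14 lower than in naïve rats. With 1 rat left out, these 29 ranged from 7 (without M153) to 53 (without M154). Among the higher was rno-miR-92b-3p, at 12.87 ± 0.36 log2 CPM (SD, n = 4) against 12.15 ± 0.13 (SD, n = 4) in naïve rats (log2FC = 0.75, standard error 0.27). It was tested within the list named miR-17 family and clusters. rno-miR-409a-3p was higher too (log2FC = 0.66, standard error 0.29). Among the lower were rno-miR-582-3p (log2FC = −1.14, standard error 0.37) and rno-miR-30b-5p (log2FC = −0.86, standard error 0.32). For each of these 4 miRNAs the withdrawal and naïve rats did not overlap (exact permutation p = 0.0286). Of 6 miRNAs tested whose genes lie in introns of Htr2c, the serotonin 2C receptor gene, 3 were higher (rno-miR-764-5p, rno-miR-448-3p and rno-miR-448-5p, with log2FC of 1.00, 0.84 and 0.79), and none was lower; as a list they did not pass (adjusted p = 0.365 from camera, adjusted p = 0.828 with an estimated correlation). All 3 calls ended without withdrawal rat M153 (log2FC = 0.067, 0.40 and 0.24), the rat whose IL library was also high in choroid plexus and ependymal miRNAs. Of 82 miRNAs of the imprinted Dlk1-Dio3 locus, 4 were higher and 4 lower (adjusted p = 0.809).
In the PL, 7 miRNAs were higher and 15 lower, 22 in all, a number that fell to 4 without naïve rat M378 and rose to 57 without naïve rat M476. rno-miR-381-3p rose from 0.53 ± 0.76 to 1.85 ± 0.11 log2 CPM (SD, n = 4 and n = 4, exact permutation p = 0.0286; log2FC = 1.17, standard error 0.39). Both arms of miR-150, a miRNA of lymphocytes, were lower (log2FC = −0.60 for each, standard errors 0.21 and 0.23). These 2 of 4 immune cell and microglial miRNAs passed an adjusted p under 0.05 over the list alone, which leaves out the other lists and comparisons. The list as a whole did not pass (adjusted p = 0.213 from camera). In the NAc, 10 miRNAs were higher and 3 lower (9 to 21 in all with 1 rat left out). Of these, 8 belong to the miR-200 and miR-183 families of epithelial and sensory cells, which are not among the fixed lists and were grouped after the values were seen. The 7 of them that could also be tested without withdrawal rat M172 had a median log2FC of 3.79 with it and of −0.23 without it, and without it none was higher.
rno-miR-338-3p, a miRNA enriched in oligodendrocytes, was higher in withdrawal in the PL (log2FC = 0.88, standard error 0.41, adjusted p = 0.624 from edgeR) and lower in the NAc (log2FC = −0.83, standard error 0.39, adjusted p = 0.840). Its mean in the PL was 3.47 ± 0.65 log2 CPM in withdrawal and 2.49 ± 0.85 in naïve rats (SD, n = 4 each), and in the NAc 4.84 ± 0.35 and 5.57 ± 0.59 (SD, n = 4 each). The rats of both groups overlapped in both regions (exact permutation p = 0.200 in the PL and 0.114 in the NAc). The change in the PL minus that in the NAc was 1.71 (standard error 0.56, adjusted p = 0.501), and 1.71 (standard error 0.55, adjusted p = 0.408) with the rat as a block. The other arm, rno-miR-338-5p, is far more abundant (average log2 CPM of 9.99 against 4.18) and passed the thresholds in neither region. rno-miR-382-3p, of the Dlk1-Dio3 locus, was lower in both the IL (log2FC = −1.29, standard error 0.58, exact permutation p = 0.0286) and the NAc (log2FC = −1.04, standard error 0.49, exact permutation p = 0.286). These changes in the IL and the NAc differed by −0.24 (standard error 0.74, adjusted p = 0.999).
None of the 457 miRNAs passed an adjusted p under 0.05 in any of the 3 regions by edgeR, limma-voom or DESeq2; by edgeR, 38, 32 and 20 had an unadjusted p under 0.05 in the IL, PL and NAc. In 100 simulations of groups without change, the thresholds of the paper were passed by 16.2 miRNAs on average in the IL (highest 25), 16.7 in the PL (highest 28) and 17.8 in the NAc (highest 33). Other splits of the 8 real rats into 4 and 4 gave more than the simulations, up to 36 in the IL, 43 in the NAc and over 5 times the real number in the PL, so these counts do not exclude chance. The calls for rno-miR-338-3p ended without withdrawal rat M154, naïve rat M157 or naïve rat M378 in the PL (log2FC = 0.50, 0.72 and 0.75), in the NAc without any one of 5 rats and in the PL under limma-voom (log2FC = 0.85, and 0.84 with the rat as a block). Those for rno-miR-382-3p ended without any one of 5 rats in the IL and of 4 in the NAc, and in the IL under limma-voom (log2FC = −1.37, and −1.36 with the rat as a block), that for rno-miR-92b-3p without withdrawal rat M153, that for rno-miR-30b-5p without naïve rat M378, and those for rno-miR-409a-3p and for each arm of miR-150 without any one of 3 and 4 rats.

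**Figure D1:**
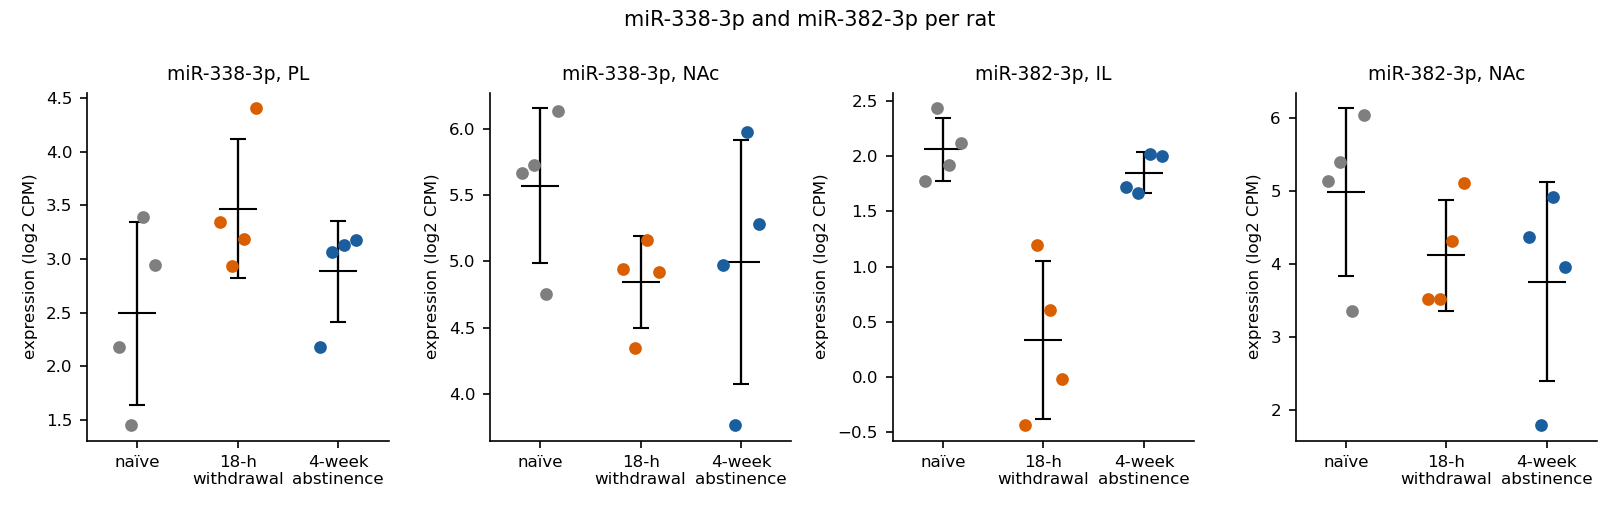
Expression (log2 CPM) of rno-miR-338-3p in the PL and NAc and of rno-miR-382-3p in the IL and NAc, in naïve rats, at 18-h withdrawal and after 4 weeks of abstinence. Each dot is 1 rat, and bars give the mean ± SD of 4 rats; rno-miR-382-3p in the IL is at 0.34 ± 0.71 in withdrawal and 2.06 ± 0.28 in naïve rats.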

A 4-week protracted abstinence (compared to naïve rats) led to differential expression (|FC| ≥ 1.5 and *p* < 0.05) of 23 miRNAs in the IL, seven miRNAs in the PL, and five miRNAs in the NAc (Table 2). 

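After 4 weeks of abstinence, 21 miRNAs were higher and 17 lower in the IL than in naïve rats, 2 were higher and 9 lower in the PL, and 3 were higher and 2 lower in the NAc. With 1 rat left out, the 38 in the IL ranged from 24 (without M456) to 71 (without M472), the 11 in the PL from 7 (without M378) to 23 (without M476) and the 5 in the NAc from 0 (without M363) to 29 (without M456). In the IL, rno-miR-873-5p had the lowest p, with 5.29 ± 0.39 log2 CPM in abstinence and 5.83 ± 0.19 in naïve rats (SD, n = 4 each; log2FC = −0.71, standard error 0.18, adjusted p = 0.248 from edgeR). rno-miR-153-3p, a neuron-enriched miRNA at the low end of the range, rose from −1.52 ± 0.92 to 0.69 ± 0.94 log2 CPM (SD, n = 4 each, exact permutation p = 0.0286; log2FC = 2.39, standard error 0.79). Of 20 neuron-enriched miRNAs tested, it alone was higher and 2 were lower: rno-miR-132-5p, which neuronal activity induces (log2FC = −0.63, standard error 0.27), and rno-miR-218a-5p (log2FC = −0.90, standard error 0.36). Of 82 miRNAs of the Dlk1-Dio3 locus, 3 were higher (rno-miR-369-3p, rno-miR-666-3p and rno-miR-770-5p) and 2 lower (rno-miR-379-5p and rno-miR-434-5p). Neither list passed (adjusted p = 0.893 and 0.809 from camera).
In the PL, rno-miR-128-1-5p, a neuron-enriched miRNA, had the lowest p (log2FC = −1.05, standard error 0.30, adjusted p = 0.428), and rno-miR-328a-5p was lower (log2FC = −1.44, standard error 0.47). Of the neuron-enriched miRNAs, rno-miR-128-1-5p passed an adjusted p under 0.05 when adjusted over the list alone. The list as a whole passed in no comparison (lowest adjusted p = 0.486 from camera). In the NAc, the lower miRNAs were rno-miR-3068-3p (log2FC = −0.92, standard error 0.36) and rno-miR-30b-5p (log2FC = −0.76, standard error 0.30), and rno-miR-25-5p was higher there (log2FC = 0.72, standard error 0.34) and in the IL (log2FC = 1.01, standard error 0.34).
None of the 457 miRNAs passed an adjusted p under 0.05 in these 3 regions by edgeR, and 53, 22 and 13 had an unadjusted p under 0.05; limma-voom gave 0 too, and DESeq2 gave 1 in the IL and 0 in the PL and NAc. Groups simulated without change gave 16.1 miRNAs past the thresholds on average in the IL (highest 25), 16.7 in the PL (lowest 9, highest 26) and 17.2 in the NAc (lowest 8). Other splits of the 8 real rats gave up to 47, 75 and 70, so these counts do not exclude chance. The call for rno-miR-153-3p in the IL ended without abstinence rat M456, although its log2FC was at least 1.66 without each rat in turn. The call for rno-miR-30b-5p in the NAc ended without abstinence rat M363 (log2FC of −0.62 or lower without each rat, still past 1.5-fold). In the PL, the calls for rno-miR-328a-5p and rno-miR-128-1-5p ended without naïve rat M378. Without each rat their log2FC was at most −0.85, past 1.5-fold, and −0.55, short of it. The call for rno-miR-132-5p in the IL ended without any one of 4 rats, and that for rno-miR-218a-5p without any one of 3. That for rno-miR-25-5p ended in the IL without abstinence rat M170, and in the NAc without any one of 4 rats and under 6 of 10 alternative settings. That for rno-miR-3068-3p ended without abstinence rat M363 or naïve rat M480.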

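rno-miR-935 was higher after abstinence than in naïve rats in the IL, at 7.19 ± 0.09 log2 CPM against 6.41 ± 0.13 (SD, n = 4 each; exact permutation p = 0.0286), a log2FC of 0.78 (standard error 0.23, adjusted p = 0.288 from edgeR). In the NAc it was at 5.91 ± 0.41 against 5.23 ± 0.24 log2 CPM (SD, n = 4 each; exact permutation p = 0.0571), a log2FC of 0.70 (standard error 0.23, adjusted p = 0.887). rno-miR-770-5p, of the Dlk1-Dio3 locus, was at 7.78 ± 0.31 against 6.87 ± 0.52 log2 CPM in the IL (SD, n = 4 each; exact permutation p = 0.0286; log2FC = 0.77, standard error 0.32, adjusted p = 0.387). In the NAc it was at 6.70 ± 0.67 against 6.03 ± 0.43 log2 CPM (SD, n = 4 each; exact permutation p = 0.143; log2FC = 0.67, standard error 0.32, adjusted p = 0.887). The changes in the IL and the NAc differed by 0.08 for rno-miR-935 (standard error 0.31) and by 0.10 for rno-miR-770-5p (standard error 0.44), with an adjusted p = 0.996 for both. In the IL, rno-miR-935 passed without each rat in turn. In the NAc it did not pass without abstinence rat M363 (log2FC = 0.50), nor did rno-miR-770-5p (log2FC = 0.31), whose call there also ended without any one of 3 other rats and under 7 of 11 alternative settings, and in the IL without abstinence rat M170, naïve rat M157 or naïve rat M476 (log2FC = 0.59, 0.60 and 0.63).

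**Figure D2:**
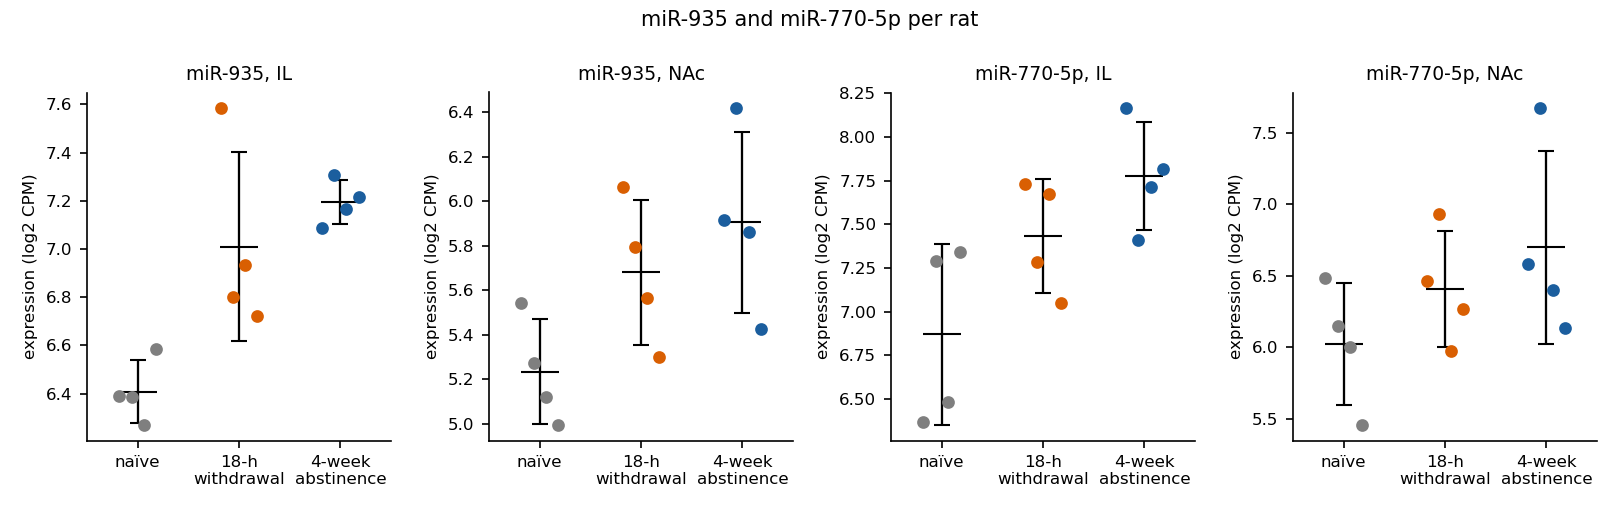
Expression (log2 CPM) of rno-miR-935 and rno-miR-770-5p in the IL and NAc of naïve rats, rats at 18-h withdrawal and rats after 4 weeks of abstinence, with 1 dot per rat and bars for the mean ± SD of 4 rats. In the IL the 4 rats in abstinence lie between 7.09 and 7.31 for rno-miR-935 and the naïve rats between 6.27 and 6.59.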

Two miRNAs were upregulated in both the IL (rno-miR-935: log_2_FC = 0.81 or FC = 1.75 and *p* = 0.002; rno-miR-770-5p: log_2_FC = 0.83 or FC = 1.77 and *p* = 0.017) and the NAc (rno-miR-935: log_2_FC = 0.70 or FC = 1.63 and *p* = 0.005; rno-miR-770-5p: log_2_FC = 0.66 or FC = 1.58 and *p* = 0.047). Additionally, differential expression (|FC| ≥ 1.5 and *p* < 0.05) of 16 miRNAs in the IL, two miRNAs in the PL, and one miRNA in the NAc were observed when comparing miRNA transcriptome profiles between rats with a 4-week abstinence and an 18-h withdrawal after cessation of cocaine self-administration (Figure 3 and Table 3).

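Between abstinence and withdrawal, the change that passed correction for all miRNAs of its comparison was that of rno-miR-187-3p in the IL. It fell from 7.11 ± 0.92 log2 CPM in withdrawal to 5.86 ± 0.33 in abstinence (SD, n = 4 each, log2FC = −1.43, standard error 0.31, adjusted p = 0.0274 from edgeR). The adjustment covers the 457 miRNAs of this comparison and not the other comparisons made. All 4 rats in abstinence were below all 4 in withdrawal (exact permutation p = 0.0286). In the PL and the NAc it was at similar levels in both groups, 6.19 against 6.36 log2 CPM and 10.74 against 10.75, and the IL change differed from that in the NAc by −1.48 (standard error 0.42, adjusted p = 0.665) and from that in the PL by −1.33 (standard error 0.43, adjusted p = 0.965). In all, 14 miRNAs were higher and 15 lower in abstinence in the IL, 3 were higher and 13 lower in the PL, and 4 were lower in the NAc. With 1 rat left out, the 29 in the IL ranged from 13 (without M153) to 44 (without M172), the 16 in the PL from 7 (without M456) to 17 (without M153) and the 4 in the NAc from 0 to 9 (without M154).
In the IL, 3 of the 6 miRNAs hosted by Htr2c were lower in abstinence, rno-miR-764-5p (log2FC = −1.45, standard error 0.48), rno-miR-448-3p (log2FC = −1.21, standard error 0.40) and rno-miR-1298 (log2FC = −1.19, standard error 0.41), and none was higher. The same number passed an adjusted p under 0.05 when adjusted over the list alone, and the list as a whole had an adjusted p = 0.213 from camera (adjusted p = 0.828 with an estimated correlation). Of 8 choroid plexus and ependymal miRNAs, all were below 0, with a median log2FC of −0.93, and 2 were lower (rno-miR-34b-3p and rno-miR-449a-5p; adjusted p = 0.216 for the list). Both calls ended without withdrawal rat M153 (log2FC = −0.13 and −0.48), and the median of the 8 was then −0.037. rno-miR-541-5p, of the Dlk1-Dio3 locus, fell from 12.04 ± 0.17 to 11.44 ± 0.16 log2 CPM (SD, n = 4 each, exact permutation p = 0.0286). rno-miR-101a-3p (log2FC = 1.18, standard error 0.40) and the neuron-enriched rno-miR-153-3p (log2FC = 2.37, standard error 0.77) were higher.
In the PL, the lower miRNAs included rno-miR-182, rno-miR-183-5p and rno-miR-200c-3p (log2FC = −3.45, −4.43 and −2.32), and in the NAc all 4 were of the same miR-183 and miR-200 families (rno-miR-182, rno-miR-183-5p, rno-miR-200b-3p and rno-miR-429). These calls in both regions ended without withdrawal rat M172. Those in the NAc also ended without abstinence rat M170, M363 or M472, and that for rno-miR-429 without withdrawal rat M366 as well. In the NAc, 6 of 6 members of the miR-29 family and 16 of 16 of the let-7 family were above 0 (median log2FC 0.35 and 0.16; adjusted p = 4.20e-05 and 0.0156 from camera), although no member passed the thresholds. Of the let-7 family, rno-let-7a-1-3p and rno-let-7c-2-3p have identical counts, and with these taken once its adjusted p was 0.0156 too. The list calls were lost with an estimated correlation (adjusted p = 0.160 and 0.442 with an estimated correlation). rno-miR-29a-3p, the most abundant of the miR-29 family, had a log2FC of 0.21 (standard error 0.16), and rno-miR-29c-3p a log2FC of 0.58 (standard error 0.24), with 4.30 ± 0.10 log2 CPM in abstinence and 3.72 ± 0.08 in withdrawal (SD, n = 4 each, exact permutation p = 0.0286). In the IL, rno-miR-29a-5p of this family was lower in abstinence than in withdrawal (log2FC = −3.89, standard error 1.72), a call that ended without M472 or M153. It was also lower than in naïve rats (log2FC = −4.73, standard error 1.59, exact permutation p = 0.143). That call held without each rat in turn but not under limma-voom, where log2FC = −1.92. Mean levels were 0, 0.170 and 0.317 CPM in abstinence, withdrawal and naïve rats, so the size of these changes is poorly determined.
Of the 457 miRNAs, 1 in the IL and 0 in the PL and NAc passed an adjusted p under 0.05 by edgeR, and 37, 18 and 6 had an unadjusted p under 0.05; limma-voom gave 0 in each region, and DESeq2 gave 1 in the IL, 1 in the PL and 0 in the NAc. Groups simulated without change gave 16.0 miRNAs past the thresholds on average in the IL (highest 23), 16.7 in the PL (highest 30) and 16.8 in the NAc (lowest 8). Other splits of the 8 real rats gave up to 65, 108 and 68, so these counts do not exclude chance. The fall of rno-miR-187-3p passed the fold change and unadjusted p under all alternatives, while its adjusted p ranged from 0.00123 under DESeq2 to 0.352 under voomWithQualityWeights and was 0.141 under limma-voom and 0.178 with the rat as a block. Without withdrawal rat M153, it had a log2FC of −0.87 (adjusted p = 0.566), and rno-miR-764-5p and rno-miR-1298 no longer passed (log2FC = −0.62 and −0.54), nor did they under voomWithQualityWeights (log2FC = −0.87 and −0.67). The calls for rno-miR-101a-3p and rno-miR-153-3p ended without withdrawal rat M154 and abstinence rat M456, respectively. Their log2FC was at least 0.90 and 1.60 without each rat in turn, still past 1.5-fold. The call for rno-miR-541-5p ended without composition factors (log2FC = −0.54). The paper describes these changes as specific to brain regions.

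**Figure D3:**
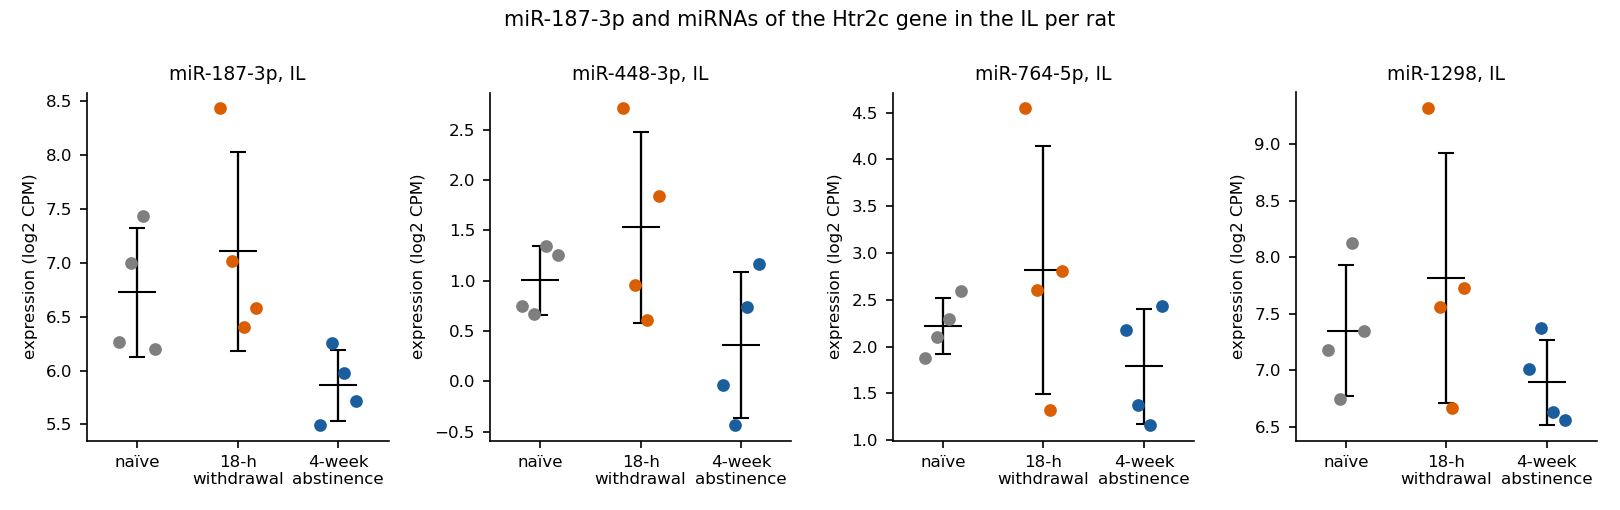
Expression (log2 CPM) in the IL of rno-miR-187-3p and of 3 miRNAs hosted by Htr2c (rno-miR-448-3p, rno-miR-764-5p and rno-miR-1298) in naïve rats, at 18-h withdrawal and after 4 weeks of abstinence; each dot is 1 rat and bars give the mean ± SD of 4 rats. For rno-miR-187-3p the rats in abstinence lie between 5.50 and 6.25, below the withdrawal rats at 6.40 to 8.43.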

### 3.2. Function of Withdrawal-Associated Brain miRNAs Predicted by DIANA-mirPath

The function of differentially expressed (|FC| ≥ 1.5 and *p* <0.05) miRNAs associated with cocaine withdrawal was annotated by the miRNA pathway analysis web server DIANA-mirPath and presented using bubble plots (Figure 4, Figure 5 and Figure 6). mRNAs predicted to be targeted by 39 miRNAs (Table 1) differentially expressed (|FC| ≥ 1.5 and *p* <0.05) in the IL (21 miRNAs), the PL (18 miRNAs), or the NAc (two miRNAs) due to an 18-h acute withdrawal (withdrawal vs. naïve) were enriched in KEGG pathways, including *gap junctions* (*p* = 0.005; 17 miRNAs:23 mRNAs), *neurotrophin signaling* (*p* = 0.005; 21 miRNAs:36 mRNAs), *MAPK signaling* (*p* = 0.009; 27 miRNAs:58 mRNAs), *hippo signaling* (*p* = 0.016; 22 miRNAs:37 mRNAs), *Wnt signaling* (*p* = 0.026; 26 miRNAs:39 mRNAs), *Ras signaling* (*p* = 0.031; 24 miRNAs:48 mRNAs), and *cocaine addiction* (*p* = 0.043; 10 miRNAs:11 mRNAs) (Figure 4).

Moreover, mRNAs predicted to be targeted by 33 differentially expressed (|FC| ≥ 1.5 and *p* < 0.05) miRNAs (Table 2) in the IL (23 miRNAs), the PL (seven miRNAs), or the NAc (five miRNAs) due to a 4-week abstinence (abstinence vs. naïve) were enriched in KEGG pathways, including *gap junctions* (*p* = 0.0002; 15 miRNAs:21 mRNAs), *cocaine addiction* (*p* = 0.0004; 10 miRNAs:11 mRNAs), *MAPK signaling* (*p* = 0.002; 20 miRNAs:48 mRNAs), *glutamatergic synapses* (*p* = 0.003; 14 miRNAs:24 mRNAs), *morphine addiction* (*p* = 0.004; 10 miRNAs:17 mRNAs), *amphetamine addiction* (*p* = 0.007; 12 miRNAs:16 mRNAs), and *neurotrophin signaling* (*p* = 0.025; 15 miRNAs:26 mRNAs) (Figure 5).

Additionally, 19 miRNAs (including 16 miRNAs in the IL, two miRNAs in the PL, and 1 miRNA in the NAc) (Table 3) with differential expression (|FC| ≥ 1.5 and *p* < 0.05) between rats (acute 18-h withdrawal vs. 4-week protracted abstinence) were predicted to target mRNAs enriched in KEGG pathways, including *cocaine addiction* (*p* = 0.0004; eight miRNAs:10 mRNA), *gap junctions* (*p* = 0.0004; nine miRNAs:18 mRNA), *MAPK signaling* (*p* = 0.0007; 12 miRNAs:46 mRNAs), *synaptic vesicle cycle* (*p* = 0.002; eight miRNAs:12 mRNAs), *glutamatergic synapses* (*p* = 0.013; nine miRNAs:20 mRNAs), *Wnt signaling* (*p* = 0.020; 12 miRNAs:27 mRNAs), *amphetamine addiction* (*p* = 0.021; 10 miRNAs:12 mRNAs), *neurotrophin signaling* (*p* = 0.026; 11 miRNAs:24 mRNAs), *Ras signaling* (*p* = 0.028; 12 miRNAs:35 mRNAs), *morphine addiction* (*p* = 0.028; eight miRNAs:14 mRNAs), and *axon guidance* (*p* = 0.039; 11 miRNAs:23 mRNAs) (Figure 6). Of interest, all three sets of differentially expressed miRNAs potentially regulate the expression of mRNAs involved in the cocaine addiction pathway. Thus, the cocaine addiction pathway was influenced by both acute withdrawal and protracted abstinence from cocaine intake.

### 3.3. Cocaine Withdrawal or Abstinence-Associated miRNA−mRNA-Pathway Network Predicted by IPA

IPA was used to gain further insights into the biological significance of differentially expressed miRNAs and their putative mRNA targets. The numbers of differentially expressed (|FC| ≥ 1.5 and *p* < 0.05) miRNAs identified in each of the three limbic nuclei (IL, PL, and NAc) through the three comparisons (an 18-h acute withdrawal vs. naïve; a 4-week protracted abstinence vs. naïve; and acute withdrawal vs. protracted abstinence) were visualized using Venn diagrams (Figure 7). These miRNAs were associated with acute withdrawal, protracted abstinence, or both.

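In the IL, 8 miRNAs passed the thresholds in the same direction at withdrawal and after abstinence, each compared with naïve rats: rno-miR-935, rno-miR-92b-3p, rno-miR-666-3p and rno-miR-3541 were higher, and rno-miR-873-5p, rno-miR-582-3p, rno-miR-22-5p and rno-miR-434-5p were lower. Another 7 changed at withdrawal and changed back in abstinence, among them the miRNAs hosted by Htr2c, rno-miR-448-3p and rno-miR-764-5p (higher at withdrawal), and rno-miR-382-3p and rno-miR-30b-5p (lower at withdrawal). A further 9 differed in abstinence from both other groups, with rno-miR-101a-3p, rno-miR-153-3p and rno-miR-369-3p higher and rno-miR-187-3p lower; among the 9, rno-let-7a-1-3p and rno-let-7c-2-3p have identical counts. In the PL, 6 were shared by withdrawal and abstinence (rno-miR-128-1-5p, rno-miR-873-3p, rno-miR-667-3p, rno-miR-328a-5p and rno-miR-194-3p lower, rno-miR-879-5p higher), 4 of the miR-183 and miR-200 families changed and changed back, and 1 (rno-miR-741-3p) differed in abstinence from both other groups. In the NAc these numbers were 0, 4 and 0. No miRNA held in both of its comparisons without each rat in turn. Without withdrawal rat M153, 6 of the 7 that changed back in the IL no longer passed between abstinence and withdrawal. The log2FC was then −0.62 for rno-miR-764-5p (−1.45 with all rats) and −0.36 for rno-miR-187-5p (−1.01). With each rat left out in turn, rno-miR-382-3p kept a log2FC of at least 1.13 (1.48 with all rats). rno-miR-409a-3p stayed between −0.85 and −0.51 (−0.59), while rno-miR-3544 ranged from −3.59 to −0.038 (−2.60). The call for rno-miR-30b-5p between abstinence and withdrawal ended without any one of 7 rats. In both the PL and the NAc, the members of the miR-183 and miR-200 families rest on withdrawal rat M172, apart from rno-miR-200a-5p, which could not be tested without it, and in the PL rno-miR-741-3p rests on abstinence rat M456, without which its log2FC fell from 4.87 to 0.74 against naïve rats and from 2.84 to −1.50 against withdrawal.
The 3 comparisons of a region share a group, so that chance in its 4 libraries moves a pair of comparisons together. In simulations without change, the shared naïve group alone gave 3.22 miRNAs in common for the IL on average (highest 8 of 100 simulations), 3.07 for the PL (highest 8) and 3.48 for the NAc (highest 8). The shared withdrawal group gave 2.97 (highest 8), 3.42 and 3.70, and the shared abstinence group 2.90 (highest 7), 3.71 and 3.49. Independent lists of the same sizes would have 1.21, 0.921 and 1.20 in common in the IL (naïve, withdrawal and abstinence group shared). With the shared rats split 2 and 2, so that the comparisons share none, 2, 0.5 and 1.5 were in common on average there, although with fewer rats in each comparison, so part of the number may come from the shared rats. Regrouping the 12 real rats at random, in a test chosen after the result was seen, gave at least as many in common in the IL in 23, 43 and 22 of 100 groupings (the real one included; highest others 29, 41 and 27), so chance is not excluded. At an adjusted p under 0.05 by edgeR, 0 miRNAs were in common in any region.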

IPA pathway analysis predicted canonical pathways for all three groups of DE miRNA (withdrawal only, withdrawal and protracted abstinence, and uniquely differentially expressed during protracted abstinence, depicted in the Venn diagram). Additionally, IPA analysis provided predicted targets. We focus on ligand-gated receptors, transcription factors, and signaling pathways. Only targets and pathways that were classified as “experimentally validated and with high confidence” in the IPA database were used to obtain insight into the possible functional role of miRNAs.

All differentially expressed miRNAs in the three groups (WD, abstinence, and both in WD and abstinence) have ligand-gated nuclear receptors and transcription factors as predicted targets. These miRNAs are also predicted to be involved in highly relevant canonical signaling pathways. Canonical signaling pathways identified by IPA analysis include *Glutamate Receptor signaling, Long Term Potentiation (LTP) and Long Term Depression (LTD), and GABA Receptor signaling; CREB signaling in Neurons; Endocannabinoid Developing Neuron Pathway; Endocannabioid Neuronal Synapse pathway; Protein Kinase A signaling and Glucocorticoid Receptor signaling; Dopamine-DARP32 feedback in cAMP signaling; and Nervous system pathways- Endocannabinoid, Serotonin, and Dopamine.*

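rno-miR-101a-3p was higher in the IL after abstinence, at 5.19 ± 0.53 log2 CPM, than in naïve rats at 3.99 ± 0.29 (SD, n = 4 each; log2FC = 1.43, standard error 0.42) and in withdrawal at 4.10 ± 0.32 (SD, n = 4), without overlap between abstinence and either group (exact permutation p = 0.0286 for both). rno-miR-192-5p, a miRNA abundant in liver and kidney, was at 3.63 ± 0.54 log2 CPM after abstinence and 4.98 ± 0.53 in naïve rats (SD, n = 4 each, exact permutation p = 0.0286; log2FC = −1.14, standard error 0.50, adjusted p = 0.396 from edgeR). rno-miR-137-3p, a neuron-enriched miRNA, was at 1.97 ± 0.72 log2 CPM in abstinence and 1.05 ± 0.60 in withdrawal (SD, n = 4 each, exact permutation p = 0.143; log2FC = 1.01, standard error 0.46, adjusted p = 0.529), and at 1.83 in naïve rats. The call for rno-miR-101a-3p against naïve rats held without each rat in turn. That for rno-miR-192-5p ended without abstinence rat M170, abstinence rat M472 or naïve rat M476 and under limma-voom (log2FC = −1.10, also with the rat as a block), and that for rno-miR-137-3p without any one of 5 rats and under 4 of 11 alternative settings.

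**Figure D4:**
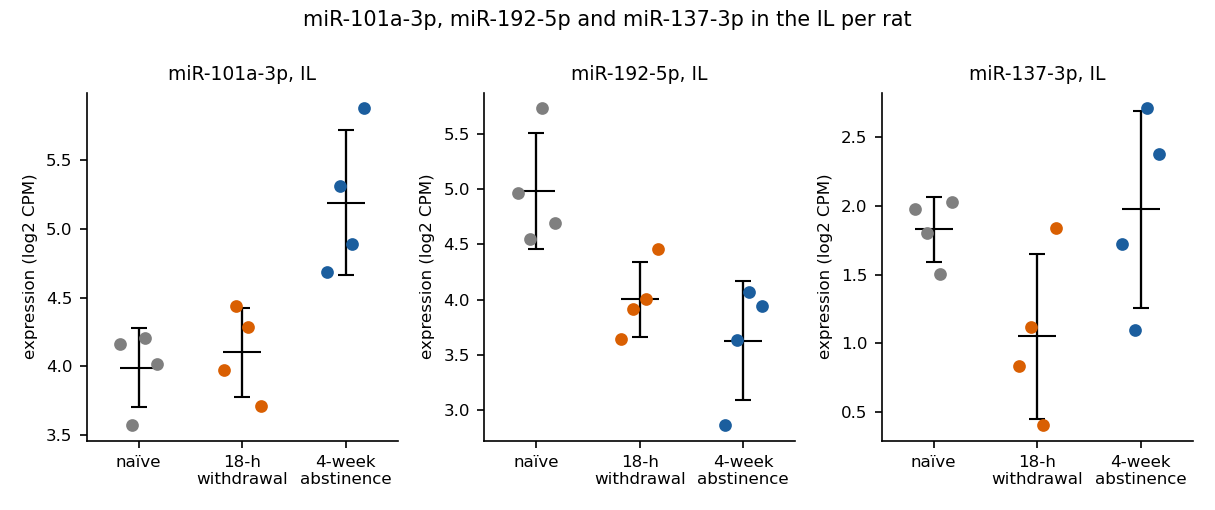
Expression (log2 CPM) of rno-miR-101a-3p, rno-miR-192-5p and rno-miR-137-3p in the IL of naïve rats, rats at 18-h withdrawal and rats after 4 weeks of abstinence. Dots are single rats and bars the mean ± SD of 4 rats; the abstinence rats lie between 4.68 and 5.88 for rno-miR-101a-3p and the naïve rats between 3.58 and 4.21.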

Restricting miRNAs with target mRNAs involved in nervous system processes or neurotransmitter signaling yielded three miRNAs (rno-miR101a-3p, rno-miR192-3p, and rno-miR137-3p). Pathways predicted to be regulated by these three miRNAs include the *Endocannabinioid Neuronal Synapse Pathway*, *Neuroinflammation signaling Pathway*, *PI3/Akt Signaling*, and *Apoptosis Signaling* for rno-miR101-3p; *DNA Methylation and Transcriptional Repression Signaling Pathway* and *Myelination Signaling Pathway* for rno-miR192-3p; and *Aryl Hydrocarbon Receptor Signaling and Senescence Pathway* for miR137-3p (Supplementary Figure S2).

IL-PFC: number of differential IL-PFC miRNA expression profiles by three comparisons; PL-PFC: number of differential PL-PFC miRNA expression profiles by three comparisons; and NAc: number of differential NAc miRNA expression profiles by three comparisons. These miRNAs were associated with acute withdrawal, protracted abstinence, or both.

### 3.4. Addiction-like Behaviors and Their Correlation with Expression Levels of Differentially Expressed miRNAs

The three z-scores (Z ESC, Z PR, and Z Shock) and the overall addiction index (based on the three z-scores) of four rats in abstinence (4-week abstinence) and four rats in withdrawal (18-h withdrawal) are summarized in Supplementary Table S2. 

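The addiction index of the 8 rats in Table S2 is the mean of 3 z-scores, for escalation, progressive ratio and responding despite shock. Computed from the listed scores, it was 0.461 ± 0.288 in abstinence and 0.400 ± 0.386 in withdrawal (SD, n = 4 each), and no difference between the groups was found by an exact two-sided permutation test over the 70 splits of the 8 rats (p = 0.857). None was found in the single scores: Z ESC was 0.50 ± 0.56 and 0.72 ± 0.25 (exact permutation p = 0.571), and the exact permutation p was 0.629 for Z PR and 0.914 for Z Shock. Table S2 names the rats by number within each group, and its scores were not tied to libraries.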

There was no significant difference in the addiction index between abstinence and withdrawal rats (t = 0.25, *p* = 0.808).

We further analyzed the correlation of the addiction index with expression levels of the top differentially expressed miRNAs (|FC| ≥ 2.0 and *p* < 0.05) that were identified by comparing brain transcriptome profiles of the three groups of rats (abstinence vs. naïve, withdrawal vs. naïve, and abstinence vs. withdrawal). 

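In the IL at withdrawal, rno-miR-551b-3p was at 0.35 ± 0.98 log2 CPM against 1.51 ± 0.54 in naïve rats (SD, n = 4 each, exact permutation p = 0.0571; log2FC = −0.97, standard error 0.44). Its call ended without any one of 6 rats. rno-miR-292-5p, of the embryonic miR-290 cluster, was at 0.22 ± 2.96 against 2.47 ± 0.38 log2 CPM (SD, n = 4 each, exact permutation p = 0.371) and did not pass by edgeR (log2FC = −1.03, standard error 0.93, adjusted p = 0.633). In the PL at withdrawal, rno-miR-1188-3p was at −0.78 ± 2.46 against 0.89 ± 0.38 log2 CPM (SD, n = 4 each, exact permutation p = 0.0857), and rno-miR-872-5p at 4.88 ± 0.52 against 3.65 ± 1.57 (SD, n = 4 each, exact permutation p = 0.286). Neither passed (log2FC = −0.75 and 0.73, standard errors 0.44 and 0.51). With a fold change of at least 2, 7 miRNAs passed in the IL, 9 in the PL and 12 in the NAc at withdrawal. The 12 in the NAc include 8 members of the miR-183 and miR-200 families. Of these, 7 could be tested without withdrawal rat M172, and 0 then passed. In the PL, the calls for rno-miR-182, rno-miR-183-5p and rno-miR-200c-3p also ended without M172.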

Four miRNAs (rno-miR-582-3p, rno-miR-292-5p, rno-miR-551b-3p, and rno-miR-382-3p) in the IL, three miRNAs (rno-miR-381-3p, rno-miR-1188-3p, and rno-miR-872-5p) in the PL, and one miRNA (rno-miR-382-3p) in the NAc showed differential expression (|FC| ≥ 2.0 and *p* < 0.05) in rats with escalated cocaine use followed by an 18-h withdrawal (withdrawal vs. naïve) (Table 1). Moreover, four miRNAs (rno-miR-101a-3p, rno-miR-666-3p, rno-miR-136-3p, and rno-miR-192-5p) in the IL showed differential expression (|FC| ≥ 2.0 and *p* < 0.05) in rats with escalated cocaine use followed by a 4-week protracted abstinence (abstinence vs. naïve) (Table 2). Additionally, nine miRNAs (rno-miR-187-3p, rno-miR-448-3p, rno-miR-382-3p, rno-miR-101a-3p, rno-miR-137-3p, rno-miR-499-5p, rno-miR-551b-3p, rno-miR-764-5p, and rno-miR-292-5p) in the IL and one miRNA (rno-miR-1188-3p) in the PL showed differential expression (|FC| ≥ 2.0 and *p* < 0.05) between rats with a 4-week abstinence and an 18-h withdrawal (abstinence vs. withdrawal) (Table 3). 

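With a fold change of at least 2, 17 miRNAs passed in the IL after abstinence, 5 in the PL and 0 in the NAc. rno-miR-666-3p, of the Dlk1-Dio3 locus, was at 1.29 ± 0.43 log2 CPM after abstinence and 0.25 ± 0.59 in naïve rats (SD, n = 4 each, exact permutation p = 0.0857), a log2FC of 0.99 (standard error 0.35) that is just under 2-fold and that no longer passed without abstinence rat M456. rno-miR-136-3p, of the same locus, was at 1.74 ± 0.71 against 0.68 ± 1.20 log2 CPM (SD, n = 4 each, exact permutation p = 0.229) and did not pass (log2FC = 0.98, standard error 0.58, adjusted p = 0.467 from edgeR).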

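In the IL, rno-miR-382-3p was at 1.85 ± 0.18 log2 CPM in abstinence and 0.34 ± 0.71 in withdrawal (SD, n = 4 each, exact permutation p = 0.0286; log2FC = 1.48, standard error 0.57), and its call ended without withdrawal rat M153 or M154. rno-miR-499-5p was at 3.01 ± 0.56 against 2.13 ± 0.54 log2 CPM (SD, n = 4 each, exact permutation p = 0.0286; log2FC = 0.91, standard error 0.41, a call that ended without any one of 5 rats and with the rat as a block, where log2FC = 1.01). Those that did not pass the test were rno-miR-551b-3p (log2FC = 0.87, standard error 0.44) and rno-miR-292-5p (log2FC = 0.76, standard error 0.90), and in the PL rno-miR-1188-3p (log2FC = 0.81, standard error 0.45). With a fold change of at least 2, 22 miRNAs passed in the IL (10 higher and 12 lower), 16 in the PL and 4 in the NAc. All 4 calls in the NAc ended without withdrawal rat M172. So did those for rno-miR-182, rno-miR-183-5p, rno-miR-200b-3p and rno-miR-200c-3p in the PL. The 4 in the NAc also ended without abstinence rat M170, M363 or M472, and that for rno-miR-429 without withdrawal rat M366 as well.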

The correlation of the normalized expression levels of these differentially expressed miRNAs noted above in three brain regions (IL, PL, and NAc) with the addiction index in abstinence and withdrawal rats together was analyzed by a partial correlation analysis with “Group” as the confounding variable. No significant correlation of expression levels of the above miRNAs in each of the three brain regions (IL, PL, and NAc) with the addiction index was observed (Supplementary Table S3a). However, the expression level of rno-miR-381-3p in the IL was significantly correlated with Z ESC (*P*_corr_ = 0.021) (Supplementary Table S3b). The expression levels of one miRNA in the IL and seven miRNAs in the NAc were significantly correlated with Z PR (IL rno-miR-448-3p: *P*_corr_ = 0.009; NAc rno-miR-101a-3p: *P*_corr_ = 0.018; NAc rno-miR-137-3p: *P*_corr_ = 0.004; NAc rno-miR-192-5p: *P*_corr_ = 0.007; NAc rno-miR-381-3p: *P*_corr_ = 0.040; NAc rno-miR-448-3p: *P*_corr_ = 0.031; NAc rno-miR-582-3p: *P*_corr_ = 0.049; and NAc rno-miR-872-5p: *P*_corr_ = 0.004) (Supplementary Table S3c). Additionally, there was no significant correlation between Z Shock and the expression levels of miRNAs in the three brain regions (Supplementary Table S3d).

## 4. Discussion

Substance use disorders (SUDs) are characterized by an overpowering loss of control over drug seeking and a compulsive intake of drugs despite adverse consequences [42]. The transition from casual or recreational drug use to compulsive use happens only in a small fraction of human subjects and animal models, but the mechanisms underpinning this transition are unclear [43,44,45,46]. These observations highlight the variability among individuals in the degree of vulnerability for compulsive drug use [47,48] and underscore the importance of using a genetically diverse rat strain (similar to the heterogeneity of human populations) to conduct research. Here we report on miRNA transcriptome alterations in HS rats during withdrawal and prolonged abstinence and compared with drug-naïve rats as a means of identifying changes relevant to the increased propensity for drug use and/or resilience.

Much is known regarding chronic drug use-induced neuroplasticity at the cellular and molecular levels in the case of cocaine in a region-specific manner in the brain [49,50]. In contrast, circuit-wide transcriptomic changes induced by chronic drug use followed by prolonged abstinence are less well understood. Mounting evidence shows that repeated misuse of drugs reprograms the genome throughout the cortico-accumbal circuit after prolonged abstinence [31,51] and may be key in causing vulnerability or resilience to chronic drug use. We have examined cocaine withdrawal- and abstinence-associated miRNA expression changes in the infralimbic (IL) and prelimbic (PL) subdivisions of the medial prefrontal cortex (mPFC), as well as the nucleus accumbens (NAc). Alterations in the expression of miRNAs in these limbic nuclei are of interest since the two subregions of the mPFC drive opposing drug use-related behaviors. The PL drives drug seeking, while the IL inhibits these behaviors [52,53]. Vulnerability to drug seeking increases in correlation with a long duration of abstinence. This phenomenon of incubation of cocaine craving [54,55,56], which is an increased responsivity to cocaine and withdrawal-associated cues, is seen not only in preclinical models but also in humans [57]. In human subjects and animal models, negative emotional states increase during withdrawal from drug use, and resumption of drug taking may alleviate these aversive states and increase relapse vulnerability [58,59,60,61].

Not surprisingly, miRNAs, by virtue of their ability for posttranscriptional regulation of mRNAs and hence protein synthesis, can directly affect cellular functions. Several studies have demonstrated a direct effect of miRNAs on modulating behavioral patterns of drug abuse-related behavior. Overexpression or knockdown of specific miRNAs in vivo in specific limbic nuclei influences addiction behaviors. For instance, motivation for cocaine [62] and vulnerability to cocaine use disorder [12,63] can be regulated by miRNAs. Viral vector-mediated overexpression of miR-9 in the NAc increases the self-administration of oxycodone in rats [64]. The direct effect of miRNAs on behavioral phenotypes indicates the importance of the miRNA transcriptome in determining an individual’s vulnerability to drug addiction and the need for studying miRNA alterations in SUDs.

As an initial step in unraveling the critical functional role of miRNAs expressed in the limbic regions (IL, PL, and NAc) for regulating behaviors relevant to cocaine use disorder (CUD), we have investigated miRNA transcriptomic changes associated with acute withdrawal and protracted abstinence following escalated cocaine. The number of miRNAs that were selectively differentially expressed in specific time intervals, namely withdrawal or abstinence, or those that were differentially expressed persistently in both abstinence and withdrawal in the three brain regions were visualized by a Venn diagram (Figure 7). Importantly, the use of these three groups of rats enabled the identification of miRNAs that are differentially expressed and are unique to specific periods of withdrawal or abstinence (Figure 7) and has permitted insight into the possible functional roles of specific miRNAs in promoting craving or resilience in each of these abstinence periods.

To gain an understanding of mechanisms underlying drug use-related behaviors, bioinformatics platforms and tools were leveraged to predict canonical pathways regulated by miRNAs. Pathway identification provides insight into possible signaling pathways and mechanisms underlying drug use-relevant behaviors. The Diana-mirPath/KEGG Pathway analysis reveals that multiple addiction-relevant signaling pathways (including *cocaine*, *morphine*, and *amphetamine addictions*) are over-represented by genes targeted by miRNAs identified in the three limbic regions (Figure 4, Figure 5 and Figure 6). KEGG pathways overrepresented by genes potentially targeted by miRNAs associated with both withdrawal and abstinence include *cocaine addiction*, *neurotrophin signaling*, *MAPK signaling*, and *gap junctions* (Figure 4 and Figure 5). Ample evidence suggests that neurotrophins and the MAPK signal transduction cascade play important roles in behavioral sensitization to cocaine [65]. Studies have also shown that cocaine exposure impacts gap junctional communication between neurons [66]. The increase in the vasopressin pathway during withdrawal is significant since it promotes stress-related substance use behavior [67], whereas oxytocin, observed to increase during abstinence, is an anti-stress factor [68,69]. The FOXO family of transcription factors elicits the enhancement of SUDS-related behaviors [70].

Thus far, very few transcription factors other than members of the Fos family have been identified in drug abuse studies [71]. However, recent studies [31,51,72] support a prominent role of transcription factors and nuclear receptor families in the addictive process. Consistent with these recent studies, the IPA pathway analysis of our miRNA seq data using only experimentally validated and high confidence targets reveals that predicted targets of DE miRNAs in IL and PL during WD, abstinence alone, and both in WD and abstinence are enriched in CREB and other transcription factors (Supplementary Figure S3). This is of functional significance since transcription factors are critical upstream modulators of cocaine-induced plasticity [73].

It is known that dysregulation of endogenous plasticity mechanisms in the limbic circuit is likely to promote SUDs. For instance, in the NAc, cascades of homeostatic plasticity from bi-directional synaptic-membrane crosstalk occur and are critically involved in cocaine-induced plasticity and consequent cocaine craving [74,75], and there is a persistent strengthening of the PFC−NAc pathway [76]. Preventing dysregulation of homeostatic plasticity and restoring normal plasticity is likely to provide resilience. The IPA bioinformatic analysis using only experimentally validated and high confidence targets predict that DE miRNAs identified in the present study target many relevant plasticity pathways. These include the glutamate and GABA receptor pathways, LTP and LTD, the glucocorticoid signaling pathway, and the endocannabinoid signaling pathway. Predicted targets are interesting in that they include, for example, NMDA receptor subunits, AMPA receptor auxillary proteins, and glutamate transporters—proteins that are crucial for eliciting neuronal plasticity (Supplementary Figures S4 and S5).

Additionally, even further restriction of identified miRNA candidates to only those with target mRNAs involved in nervous system processes or neurotransmitter signaling yielded three miRNAs (rno-miR101a-3p, rno-miR192-3p, and rno-miR137-3p). Pathways predicted to be regulated by these three miRNAs include the *Endocannabinioid Neuronal Synapse Pathway*, *Neuroinflammation signaling Pathway*, *PI3/Akt Signaling*, and *Apoptosis Signaling* for rno-miR101-3p; *DNA Methylation and Transcriptional Repression Signaling Pathway* and *Myelination Signaling Pathway* for rno-miR192-3p; and *Aryl Hydrocarbon Receptor Signaling and Senescence Pathway* for miR137-3p (Supplementary Figure S2). Once again, these pathways underscore the functional significance of the DE miRNA identified in our study and highlight the importance of plasticity, neuroinflammation, and epigenetic processes such as DNA methylation in CUD.

Recently, Domingo-Rodriguez and colleagues, using cocaine self-administration in mice, have shown that miRNAs regulate vulnerability vs. resilience, thus contributing to interindividual variability [63]. Consistent with this study, we find that specific miRNAs were significantly correlated with addiction-relevant behaviors, such as escalated cocaine intake (i.e., correlation with the z-score for escalation or Z ESC) and motivation to take cocaine (i.e., correlation with the z-score for progressive ratio or Z PR) (Supplementary Materials Tables S3b,c). Of interest, the expression levels of rno-miR-101a-3p and rno-miR-137-3p in the NAc were significantly correlated with Z PR (Supplementary Table S3c). This finding implies that the altered expression of these two miRNAs in NAc could influence cocaine use behavior by changing the rats’ motivation to seek cocaine. High motivation for drugs in rats, as measured by the maximal effort exerted for drug infusions, may mimic attributes seen in human subjects with SUDs.

Limitations of the study include a small sample size. Another is the lack of a larger number of differentially expressed miRNAs identified in the NAc. This may be due to extracting RNA from the entire NAc and not separating the shell from the core subdivisions. The shell and core subdivisions of the NAc have different roles in addiction [77]. Only male rats have been used in this study, but female rats will be tested in our future studies to elucidate sex differences since these are known to occur in impulsive and compulsive behaviors such as addiction [78].

## 5. Conclusions

This work is an important, initial step in identifying miRNA-mediated regulation of plasticity induced by protracted abstinence from escalated cocaine intake. We have identified rat brain limbic region miRNAs that are likely to modulate behaviors that are relevant to cocaine abuse. By identifying escalated cocaine self-administration and withdrawal/abstinence-induced miRNAs, we have uncovered an additional layer of epigenetic modulation of CUD. Increased understanding of epigenome remodeling, brain plasticity, and vulnerability/resilience to drug abuse will provide insights for developing novel, effective therapeutic strategies for SUDs, including CUD.

## Figures and Tables

**Figure 1:**
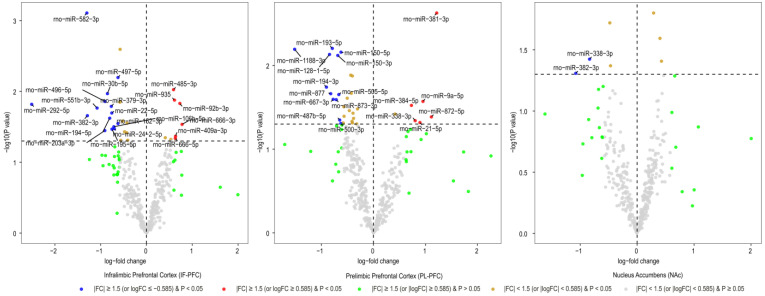
Volcano plotting of differentially expressed rat brain miRNAs due to an 18-h cocaine withdrawal (an 18-h cocaine withdrawal vs. naïve rats). Scattered points represent miRNAs. The x-axis is the log_2_ fold-change (FC) of miRNA expression levels between the two groups of rats, and the y-axis is the *p*-value based on −log10.

**Figure 2:**
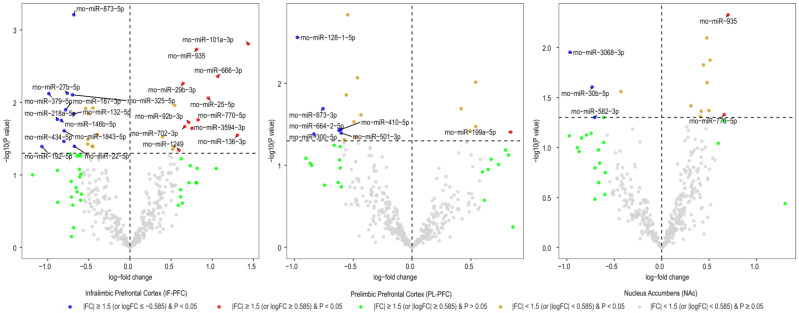
Volcano plotting of differentially expressed rat brain miRNAs due to a 4-week cocaine abstinence (a 4-week cocaine abstinence vs. naïve rats). Scattered points represent miRNAs. The x-axis is the log_2_ fold-change (Fc) of miRNA expression levels between the two groups of rats, and the y-axis is the *p*-value based on −log10.

**Figure 3:**
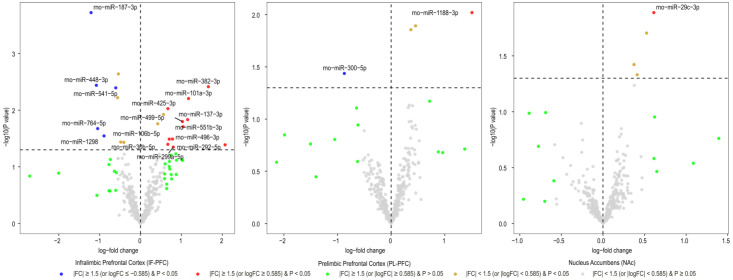
Volcano plotting of miRNAs with differential expression between rats with two stages of cocaine withdrawal (18-h cocaine withdrawal vs. 4-week cocaine abstinence). Scattered points represent miRNAs. The x-axis is the log_2_ fold-change (Fc) of miRNA expression levels between the two groups of rats, and the y-axis is the *p*-value based on −log10.

**Figure 4:**
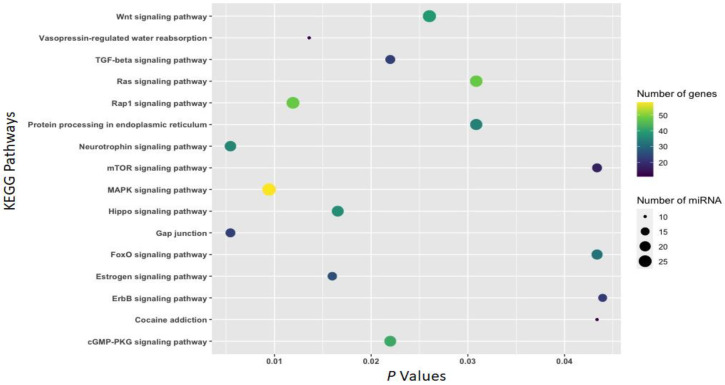
KEGG pathways overrepresented by mRNAs potentially targeted by 39 miRNAs (Table 1) associated with an 18-h cocaine withdrawal. All 39 miRNAs were associated with an 18-h cocaine withdrawal in either of the three brain regions (IL, PL, and NAc). The mirPath v.3 online tool (https://dianalab.e-ce.uth.gr/html/mirpathv3/index.php?r=mirpath; accessed on 27 January 2023) was used to annotate KEGG pathways overrepresented by mRNAs predicted to be targeted by these miRNAs.

**Figure 5:**
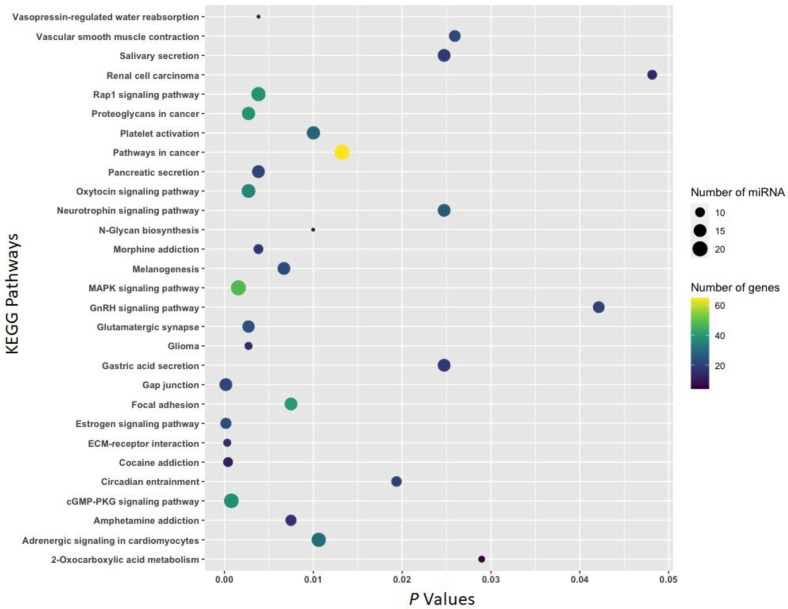
KEGG pathways overrepresented by mRNAs potentially targeted by 33 miRNAs (Table 2) associated with a 4-week cocaine abstinence. All 33 miRNAs were associated with a 4-week cocaine abstinence in either of the three brain regions (IL, PL, and NAc). The mirPath v.3 online tool was used to annotate KEGG pathways overrepresented by mRNAs predicted to be targeted by these miRNAs.

**Figure 6:**
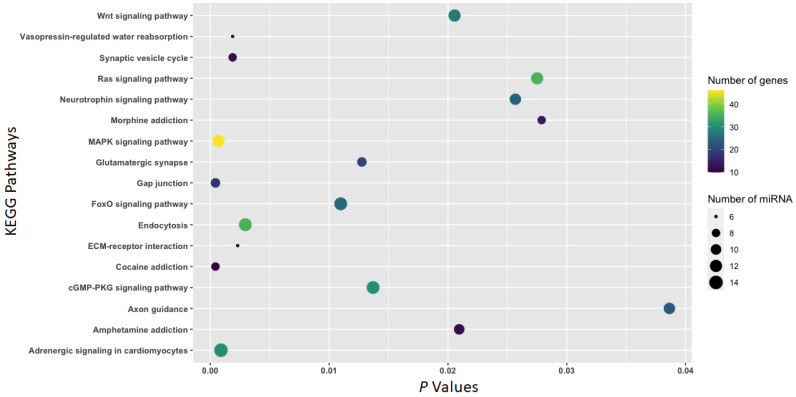
KEGG pathways overrepresented by mRNAs potentially targeted by miRNAs (Table 3) with differential expression between two stages (18-h vs. 4-week) of cocaine withdrawal rats. Here, 19 miRNAs showed differential expression between two stages (18-h vs. 4-week) of cocaine withdrawal for rats in either of the three brain regions (IL, PL, and NAc). The mirPath v.3 online tool was used to annotate KEGG pathways overrepresented by mRNAs predicted to be targeted by these miRNAs.

**Figure 7:**
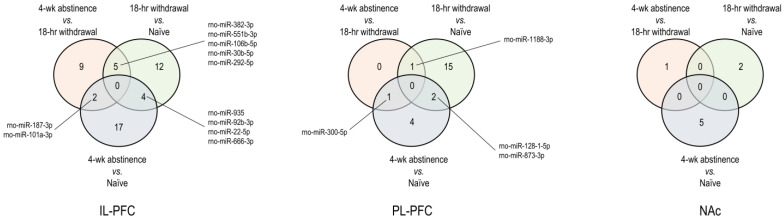
Venn diagram plotting of the numbers of differentially expressed miRNAs in three rat brain regions due to an 18-h cocaine withdrawal, a 4-week cocaine abstinence, or both.

**Table 1:** The miRNA expression changes of the 18-h cocaine withdrawal-induced rat brain (|FC| ≥ 1.5 and *p* < 0.05).

Infralimbic Prefrontal Cortex miRNA	Log_2_FC	AveExpr	t	B	*p*.Value	adj.*p*.Val
rno-miR-582-3p	−1.30	2.98	−3.73	−1.30	0.001	0.292
rno-miR-497-5p	−0.62	4.23	−2.93	−2.42	0.006	0.512
rno-miR-485-3p	0.59	10.51	2.77	−2.60	0.009	0.512
rno-miR-30b-5p	−0.85	3.43	−2.72	−2.84	0.011	0.512
rno-miR-935	0.61	6.30	2.63	−2.87	0.013	0.512
rno-miR-496-5p	−0.91	0.94	−2.61	−3.27	0.014	0.512
rno-miR-92b-3p	0.73	12.03	2.58	−2.93	0.015	0.512
rno-miR-292-5p	−2.51	1.20	−2.57	−3.17	0.015	0.512
rno-miR-379-3p	−0.77	5.63	−2.54	−3.02	0.016	0.512
rno-miR-551b-3p	−1.08	1.07	−2.52	−3.35	0.017	0.512
rno-miR-22-5p	−0.76	6.18	−2.45	−3.17	0.020	0.512
rno-miR-382-3p **	−1.29	2.54	−2.41	−3.34	0.022	0.512
rno-miR-194-5p	−0.80	4.86	−2.38	−3.30	0.024	0.512
rno-miR-152-3p	−0.62	5.86	−2.30	−3.42	0.028	0.512
rno-miR-666-3p	0.78	0.82	2.29	−3.63	0.029	0.512
rno-miR-106b-5p	−0.71	2.09	−2.25	−3.59	0.032	0.512
rno-miR-24-2-5p	−0.70	6.03	−2.22	−3.54	0.034	0.512
rno-miR-195-5p	−0.75	3.92	−2.22	−3.55	0.034	0.512
rno-miR-203a-3p	−0.91	2.37	−2.20	−3.63	0.036	0.512
rno-miR-409a-3p	0.63	12.53	2.11	−3.73	0.043	0.512
rno-miR-666-5p	0.63	5.35	2.08	−3.76	0.046	0.512
**Prelimbic Prefrontal** **Cortex miRNAs**	**Log_2_FC**	**AveExpr**	**t**	**B**	***p*.Value**	**adj.*p*.Val**
rno-miR-381-3p	1.22	1.56	3.32	−4.34	0.002	0.472
rno-miR-193-5p	−0.79	2.45	−2.94	−4.35	0.006	0.472
rno-miR-1188-3p	−1.51	0.97	−2.93	−4.42	0.006	0.472
rno-miR-150-5p	−0.62	9.10	−2.89	−4.09	0.007	0.472
rno-miR-128-1-5p	−0.84	4.04	−2.87	−4.25	0.007	0.472
rno-miR-150-3p	−0.68	4.41	−2.86	−4.23	0.008	0.472
rno-miR-194-3p	−0.90	1.50	−2.50	−4.46	0.018	0.520
rno-miR-877	−0.82	4.76	−2.42	−4.32	0.022	0.520
rno-miR-505-5p	−0.67	4.92	−2.41	−4.32	0.022	0.520
rno-miR-667-3p	−0.77	6.76	−2.35	−4.29	0.025	0.520
rno-miR-873-3p	−0.71	6.71	−2.35	−4.29	0.026	0.520
rno-miR-9a-5p	0.95	14.95	2.32	−4.22	0.027	0.520
rno-miR-384-5p	0.73	6.72	2.28	−4.31	0.030	0.520
rno-miR-872-5p	1.11	4.52	2.13	−4.41	0.041	0.520
rno-miR-487b-5p	−0.65	2.92	−2.09	−4.47	0.045	0.520
rno-miR-338-3p*	0.80	3.54	2.08	−4.44	0.046	0.520
rno-miR-21-5p	0.89	6.17	2.06	−4.38	0.048	0.520
rno-miR-500-3p	−0.63	0.84	−2.05	−4.52	0.049	0.520
**Nucleus Accumbens** **miRNAs**	**Log_2_FC**	**AveExpr**	**t**	**B**	***p*.Value**	**adj.*p*.Val**
rno-miR-338-3p *	−0.84	3.54	−2.17	−4.43	0.038	0.847
rno-miR-382-3p **	−1.08	2.54	−2.05	−4.48	0.049	0.847

Log_2_FC: the log2 fold-change (FC) between cases and controls; AveExpr: average miRNA expression level; t: the t-statistic used to assess differential expression; B: the empirical Bayes log odds of differential expression; *p*.Value: the *p*-value for differential expression (unadjusted for multiple testing); adj.*p*.Val: the *p*-value adjusted for multiple testing (the default is Benjamini−Hochberg). *, **: Differentially expressed miRNAs in multiple brain regions.

**Table 2:** The miRNA expression changes of the 4-week cocaine abstinence-induced rat brain (|FC| ≥ 1.5 and *p* < 0.05).

Infralimbic Prefrontal Cortex miRNAs	Log_2_FC	AveExpr	t	B	*p*. Value	adj.*p*.Val
rno-miR-873-5p	−0.68	5.75	−3.81	−0.46	0.001	0.231
rno-miR-101a-3p	1.44	4.99	3.47	−1.23	0.002	0.231
rno-miR-935 *	0.81	6.30	3.41	−1.31	0.002	0.231
rno-miR-666-3p	1.07	0.82	3.08	−2.47	0.004	0.358
rno-miR-29b-3p	0.65	5.37	2.99	−2.17	0.005	0.358
rno-miR-27b-5p	−0.76	4.14	−2.87	−2.44	0.007	0.358
rno-miR-379-5p	−0.99	11.08	−2.86	−2.41	0.008	0.358
rno-miR-325-5p	−0.70	8.24	−2.84	−2.44	0.008	0.358
rno-miR-25-5p	0.95	2.19	2.80	−2.70	0.009	0.358
rno-miR-187-3p	−0.78	7.84	−2.65	−2.82	0.013	0.358
rno-miR-132-5p	−0.68	10.79	−2.60	−2.92	0.014	0.358
rno-miR-218a-5p	−0.88	11.47	−2.52	−3.06	0.017	0.368
rno-miR-770-5p **	0.83	6.89	2.51	−3.06	0.017	0.368
rno-miR-146b-5p	−0.83	10.78	−2.51	−3.08	0.018	0.368
rno-miR-92b-3p	0.71	12.03	2.48	−3.14	0.019	0.370
rno-miR-702-3p	0.67	7.21	2.42	−3.23	0.021	0.401
rno-miR-3594-3p	0.75	3.26	2.40	−3.27	0.023	0.405
rno-miR-1843-5p	−0.80	9.52	−2.36	−3.34	0.025	0.418
rno-miR-136-3p	1.31	1.64	2.30	−3.47	0.028	0.440
rno-miR-434-5p	−0.80	9.85	−2.21	−3.60	0.034	0.462
rno-miR-22-5p	−0.68	6.18	−2.14	−3.70	0.040	0.462
rno-miR-192-5p	−1.07	5.14	−2.14	−3.68	0.041	0.462
rno-miR-1249	0.60	8.07	2.08	−3.81	0.046	0.487
**Prelimbic Prefrontal** **Cortex miRNAs**	**Log_2_FC**	**AveExpr**	**t**	**B**	***p*.Value**	**adj.*p*.Val**
rno-miR-128-1-5p	−0.98	4.04	−3.26	−2.27	0.003	0.513
rno-miR-873-3p	−0.76	6.71	−2.45	−3.26	0.020	0.823
rno-miR-410-5p	−0.60	1.67	−2.19	−3.88	0.036	0.823
rno-miR-664-2-5p	−0.62	6.21	−2.18	−3.63	0.037	0.823
rno-miR-199a-5p	0.84	2.79	2.15	−3.80	0.039	0.823
rno-miR-501-3p	−0.60	4.44	−2.14	−3.71	0.040	0.823
rno-miR-300-5p	−0.83	0.95	−2.13	−3.97	0.041	0.823
**Nucleus Accumbens** **miRNAs**	**Log_2_FC**	**AveExpr**	**t**	**B**	***p*.Value**	**adj.*p*.Val**
rno-miR-935 *	0.70	6.30	3.05	−4.09	0.005	0.853
rno-miR-3068-3p	−0.97	3.13	−2.70	−4.37	0.011	0.853
rno-miR-30b-5p	−0.73	3.43	−2.36	−4.40	0.025	0.853
rno-miR-770-5p **	0.66	6.89	2.07	−4.36	0.047	0.853
rno-miR-582-3p	−0.71	2.98	−2.04	−4.47	0.050	0.853

Log_2_FC: the log2 fold-change (FC) between cases and controls; AveExpr: average miRNA expression level; t: the t-statistic used to assess differential expression; B: the empirical Bayes log odds of differential expression; *p*.Value: the *p*-value for differential expression (unadjusted for multiple testing); adj.*p*.Val: the *p*-value adjusted for multiple testing (the default is Benjamini−Hochberg). *, **: Differentially expressed miRNAs in multiple brain regions.

**Table 3:** Rat brain miRNA differential expression (|FC| ≥ 1.5 and *p* < 0.05) between two stages (18-h vs. 4-week) of cocaine withdrawal.

Infralimbic Prefrontal Cortex miRNAs	Log_2_FC	AveExpr	t	B	*p*.Value	adj.*p*.Val
rno-miR-187-3p	−1.21	7.84	−4.24	0.40	0.0002	0.071
rno-miR-448-3p	−1.08	1.90	−3.15	−2.24	0.004	0.302
rno-miR-382-3p	1.66	2.54	3.13	−2.23	0.004	0.302
rno-miR-541-5p	−0.61	11.65	−3.11	−1.92	0.004	0.302
rno-miR-101a-3p	1.17	4.99	2.94	−2.32	0.006	0.333
rno-miR-425-3p	0.67	2.66	2.77	−2.77	0.009	0.439
rno-miR-137-3p	1.15	2.76	2.59	−3.05	0.015	0.540
rno-miR-499-5p	1.03	3.45	2.55	−3.05	0.016	0.540
rno-miR-551b-3p	1.04	1.07	2.46	−3.36	0.020	0.564
rno-miR-764-5p	−1.05	2.51	−2.43	−3.28	0.021	0.565
rno-miR-1298	−0.89	8.11	−2.30	−3.43	0.028	0.710
rno-miR-496-3p	0.78	3.46	2.24	−3.52	0.032	0.714
rno-miR-106b-5p	0.70	2.09	2.24	−3.57	0.032	0.714
rno-miR-30b-5p	0.67	3.43	2.14	−3.66	0.040	0.730
rno-miR-292-5p	2.07	1.20	2.13	−3.71	0.041	0.730
rno-miR-299a-5p	0.80	2.16	2.09	−3.76	0.045	0.763
**Prelimbic Prefrontal** **Cortex miRNAs**	**Log_2_FC**	**AveExpr**	**t**	**B**	***p*.Value**	**adj.*p*.Val**
rno-miR-1188-3p	1.51	0.97	2.76	−4.45	0.010	0.998
rno-miR-300-5p	−0.87	0.95	−2.19	−4.51	0.037	0.998
**Nucleus Accumbens** **miRNAs**	**Log_2_FC**	**AveExpr**	**t**	**B**	***p*.Value**	**adj.*p*.Val**
rno-miR-29c-3p	0.61	3.55	2.64	−4.34	0.013	0.998

Log_2_FC: the log2 fold-change (FC) between cases and controls; AveExpr: average miRNA expression level; t: the t-statistic used to assess differential expression; B: the empirical Bayes log odds of differential expression; *p*.Value: the *p*-value for differential expression (unadjusted for multiple testing); adj.*p*.Val: the *p*-value adjusted for multiple testing (the default is Benjamini−Hochberg).

## Data Availability

The raw data supporting the conclusions of this article can be downloaded from the NCBI Gene Expression Omnibus (GEO) database (Accession Number: GSE212651).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines11051368/s1. Figure S1: Dissection of rat brain nucleus accumbens and prefrontal cortex; Figure S2: Cocaine withdrawal/abstinence-associated miRNA-mRNA-Pathway network predicted by IPA; Figure S3: IPA miRNA Target Filter prediction of transcription factors (TFs) & nuclear receptors (NRs) potentially targeted by differentially expressed miRNAs in the IL-PFC of rats with protracted abstinence; Figure S4: IPA miRNA Target Filter prediction of miRNA-mRNA-pathway regulatory networks containing miRNAs differentially expressed in the IL-PFC of rats with protracted abstinence. Figure S5: IPA miRNA Target Filter prediction of miRNA-mRNA-pathway regulatory networks containing miRNAs differentially expressed in the PL-PFC of rats with either withdrawal or protracted abstinence. Table S1: The concentration and RNA integrity number (RIN)of 36 rat brain RNA samples; Table S2: Addiction behavior Z scores and addiction index of Group A and Group B rats; Table S3a: Correlation of addiction index with expression levels of top differentially expressed miRNAs (|FC| ≥ 2.0 & *p* < 0.05) in three rat brain regions by partial correlation analysis; Table S3b: Correlation of Z ESC with expression levels of top differentially expressed miRNAs (|FC| ≥ 2.0 & *p* < 0.05) in three rat brain regions by partial correlation analysis; Table S3c: Correlation of Z PR with expression levels of top differentially expressed miRNAs (|FC| ≥ 2.0 & *p* < 0.05) in three rat brain regions by partial correlation analysis; Table S3d: Correlation of Z Shock with expression levels of top differentially expressed miRNAs (|FC| ≥ 2.0 & *p* < 0.05) in three rat brain regions by partial correlation analysis.

# Supplementary material for: Abstinence from Escalation of Cocaine Intake Changes the microRNA Landscape in the Cortico-Accumbal Pathway
**Source:** Biomedicines. 2023 May 5;11(5):1368. doi: 10.3390/biomedicines11051368
**Supplement:** Supplementary file 1

## Abstinence from escalation of cocaine intake changes the microRNA landscape in the cortico-accumbal pathway

### (Supplementary Materials)

**Figure S1.** Dissection of rat brain nucleus accumbens and prefrontal cortex.

**Figure S2.** Cocaine withdrawal/abstinence-associated miRNA-mRNA-pathway network predicted by IPA.

**Figure S3.** IPA miRNA Target Filter prediction of transcription factors (TFs) & nuclear receptors (NRs) potentially targeted by differentially expressed miRNAs in the IL-PFC of rats with protracted abstinence.

**Figure S4.** IPA miRNA Target Filter prediction of miRNA-mRNA-pathway regulatory networks containing miRNAs differentially expressed in the IL-PFC of rats with protracted abstinence.

**Figure S5.** IPA miRNA Target Filter prediction of miRNA-mRNA-pathway regulatory networks containing miRNAs differentially expressed in the PL-PFC of rats with either withdrawal or protracted abstinence.

**Table S1.** The concentration and RNA integrity number (RIN) of 36 rat brain RNA samples

**Table S2.** Addiction behavior Z scores and addiction index of rats with an 18-hr withdrawal or a 4-week abstinence

**Table S3a.** Correlation of addiction index with expression levels of top differentially expressed miRNAs ( $|FC| \geq 2.0$  &  $P < 0.05$ ) in three rat brain regions by partial correlation analysis

**Table S3b.** Correlation of Z ESC with expression levels of top differentially expressed miRNAs ( $|FC| \geq 2.0$  &  $P < 0.05$ ) in three rat brain regions by partial correlation analysis

**Table S3c.** Correlation of Z PR with expression levels of top differentially expressed miRNAs ( $|FC| \geq 2.0$  &  $P < 0.05$ ) in three rat brain regions by partial correlation analysis

**Table S3d.** Correlation of Z Shock with expression levels of top differentially expressed miRNAs ( $|FC| \geq 2.0$  &  $P < 0.05$ ) in three rat brain regions by partial correlation analysis

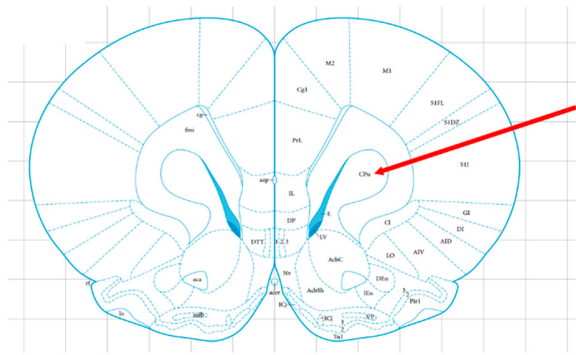

**Figure S1a:** Rat nucleus accumbens

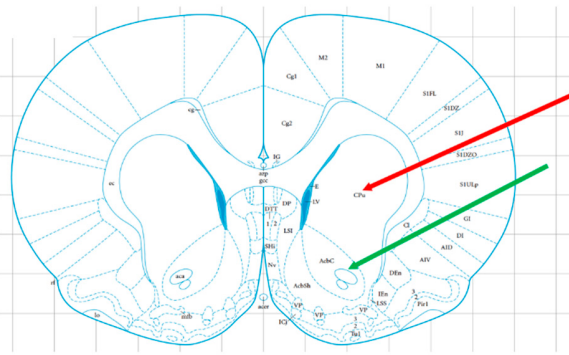

**Figure S1b:** Rat prefrontal cortex

**Figure S1.** Dissection of rat brain nucleus accumbens and prefrontal cortex. Figure S1a: The red arrow indicates the striatum [or corpus striatum (CPu)] and the green arrow indicates the anterior commissure. Figure S1b: The red arrow indicates prelimbic prefrontal cortex; the green arrow indicates infralimbic prefrontal cortex; and the blue arrow indicates the recognizable ventral portion.

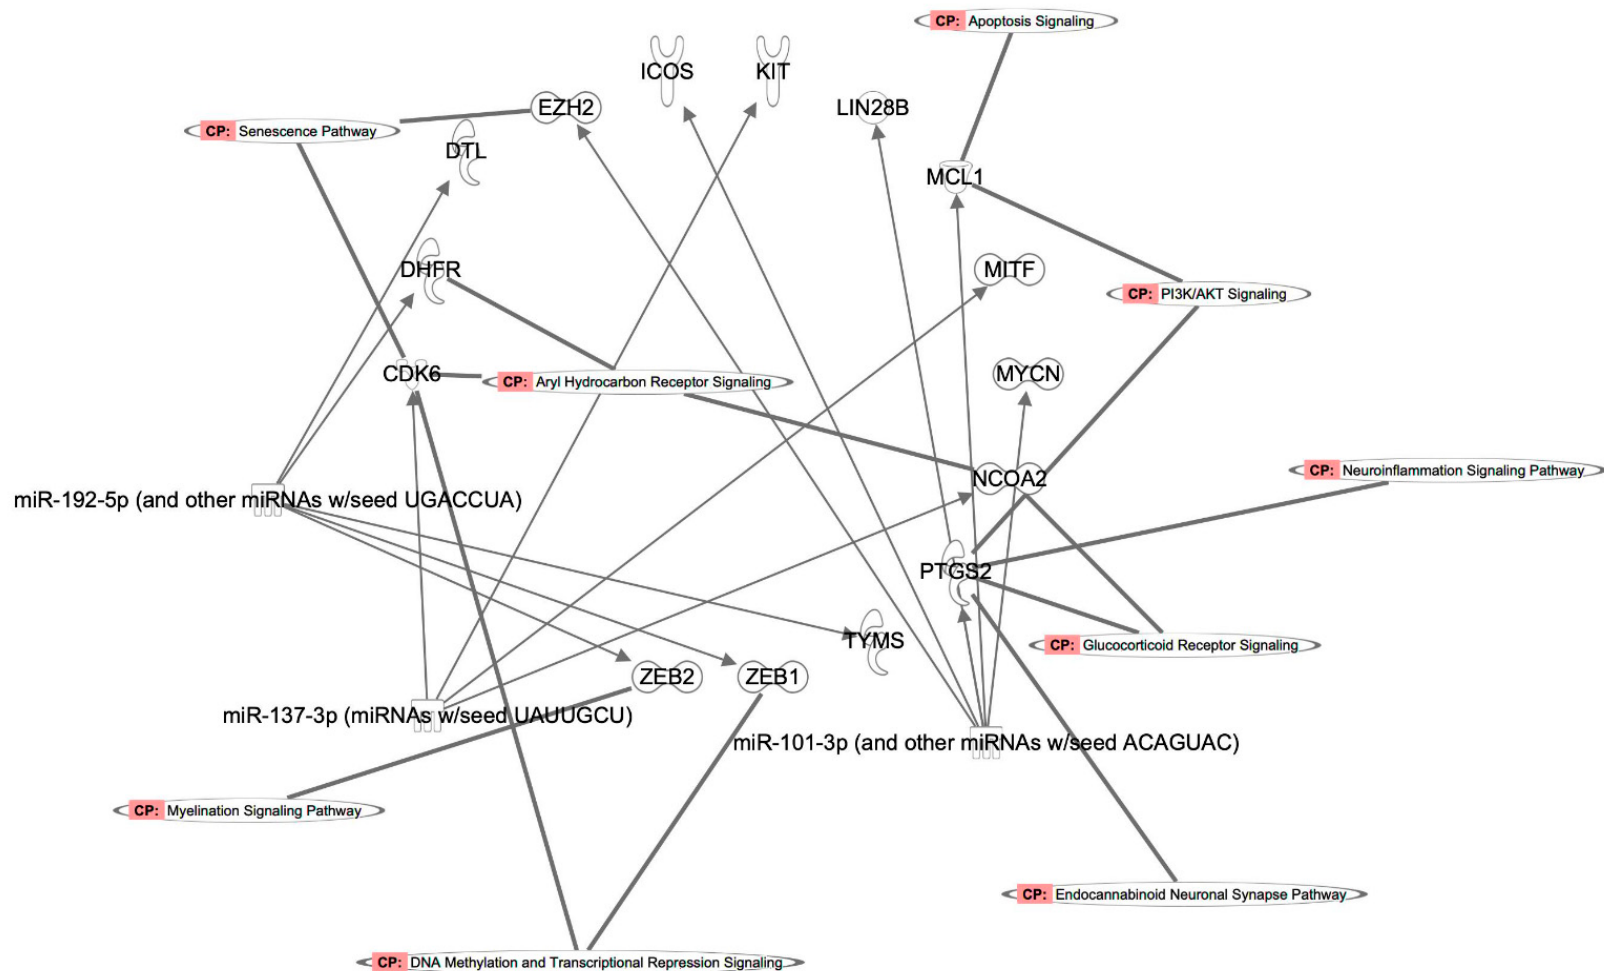

**Figure S2.** Cocaine withdrawal/abstinence-associated miRNA-mRNA-pathway network constructed by Ingenuity Pathway Analysis (IPA). The miRNA Target Filter function in IPA was applied to predict target genes (or mRNAs) of differentially expressed miRNAs. miRNAs were filtered to include those predicted to be target genes (or mRNAs) participating in canonical pathways associated with nervous system processes or signaling pathways. miRNAs and their target mRNAs (after filtering) along with relevant canonical pathways enriched in miRNA target mRNA sets (as determined by the IPA database) were visualized. Three such miRNAs (rno-miR101a-3p, rno-miR192-3p, and rno-miR137-3p) were identified. Pathways predicted to be regulated by these three miRNAs include: *Endocannabinoid Neuronal Synapse Pathway*, *Neuroinflammation signaling Pathway*, *PI3/Akt Signaling*, and *Apoptosis Signaling* for rno-miR101-3p; *DNA Methylation and Transcriptional Repression Signaling Pathway* and *Myelination Signaling Pathway* for rno-miR192-3p; and *Aryl Hydrocarbon Receptor Signaling* and *Senescence Pathway* for miR137-3p.

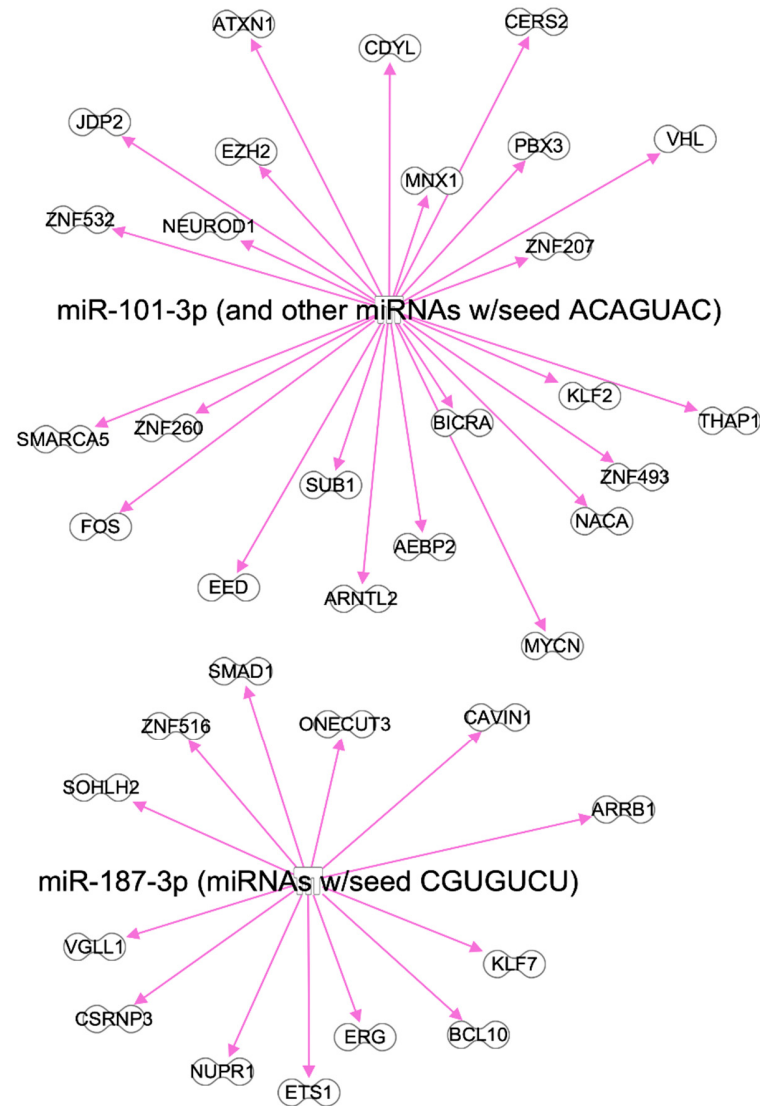

**Figure S3.** IPA miRNA Target Filter prediction of transcription factors (TFs) & nuclear receptors (NRs) potentially targeted by differentially expressed miRNAs in the IL-PFC of rats with protracted abstinence. miR-101a-3p and miR-187-3p are uniquely differentially expressed only during the protracted abstinence (**figure 7**). Target TFs & NRs of miR-101a-3p include FOS, NEUROD1, KLF2, and ZNFs. Target TFs & NF2 of miR-187-3p include KLF7, ZNF516, and BCL10. While mi-R101a-3p is upregulated, mi-R187-3p is downregulated (**Table 2**). It is expected that the expression of TFs & NFs targeted by mi-R101a-3p is decreased and the expression of TFs & NFs targeted by mi-R187-3p is increased.

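In the IL, rno-miR-187-3p was at 5.86 log2 CPM after abstinence and 6.72 ± 0.59 in naïve rats (SD, n = 4; exact permutation p = 0.0571), a log2FC of −0.86 (standard error 0.32, adjusted p = 0.288 from edgeR). At withdrawal it did not pass against naïve rats (log2FC = 0.57, standard error 0.30), while its level after abstinence was also below that at withdrawal. The call against naïve rats ended without abstinence rat M472, abstinence rat M456 or naïve rat M476, with the 12 libraries of the IL alone (log2FC = −0.91) and under voomWithQualityWeights (log2FC = −0.61). rno-miR-101a-3p was higher after abstinence than in both other groups, and its change against naïve rats was larger in the IL than in the NAc by 1.76 (standard error 0.55, adjusted p = 0.790 over the 457 miRNAs).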

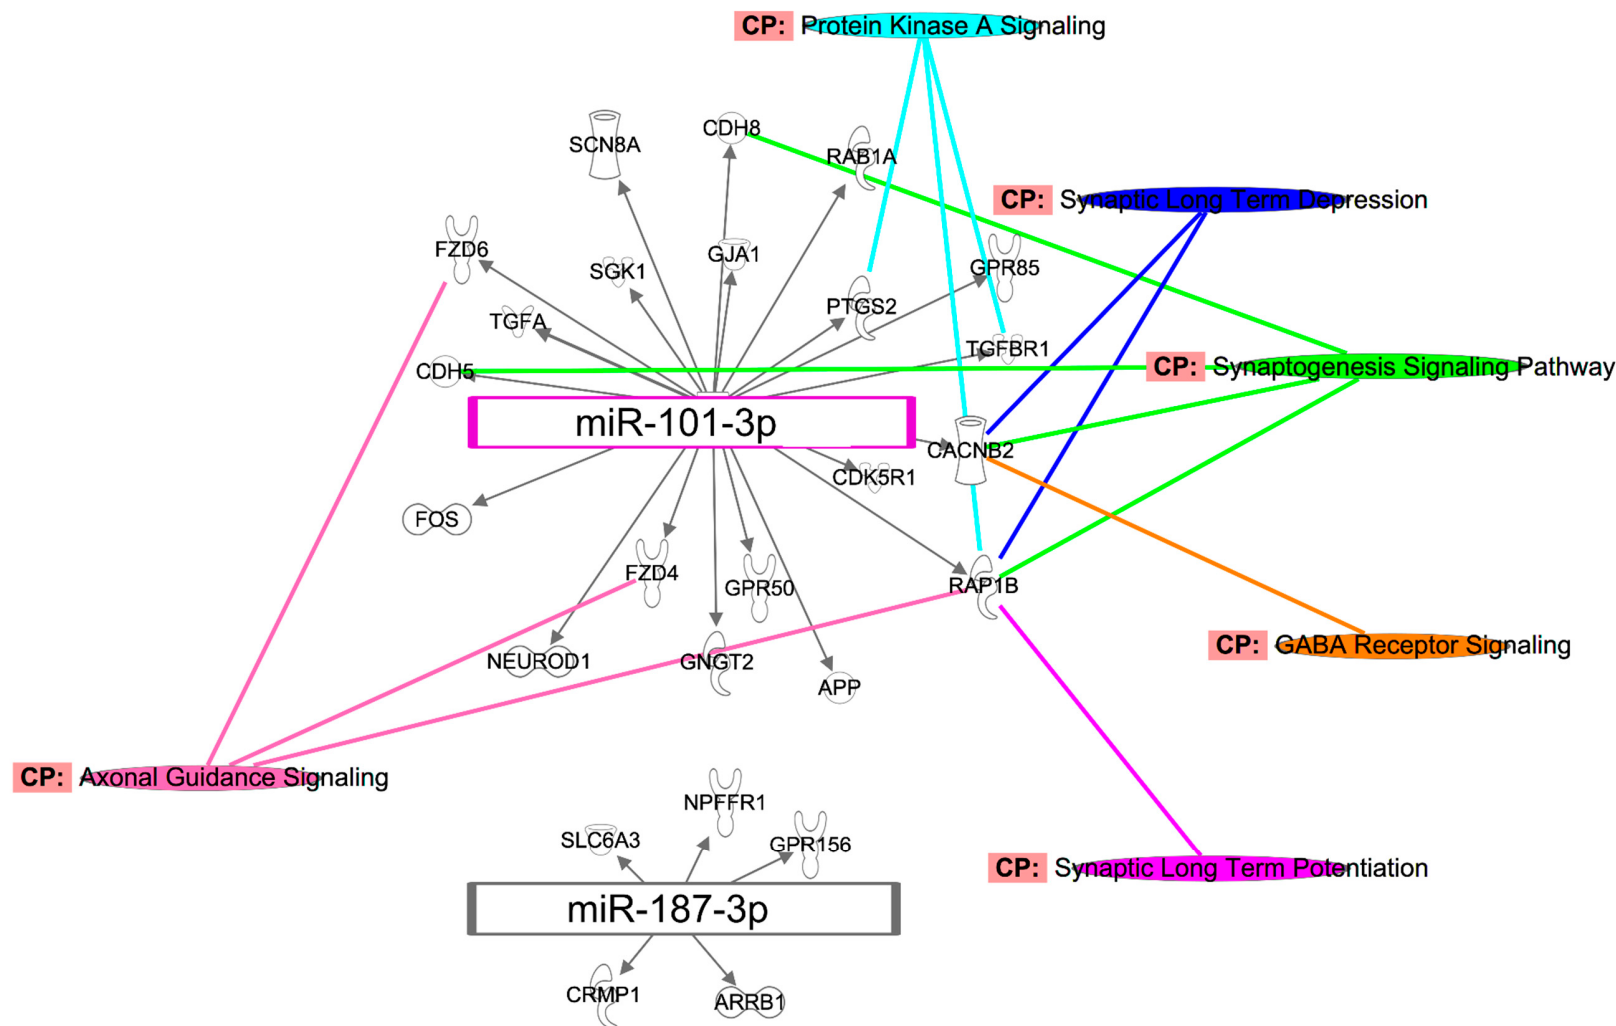

**Figure S4.** IPA miRNA Target Filter prediction of miRNA-mRNA-pathway regulatory networks containing miRNAs differentially expressed in the IL-PFC of rats with protracted abstinence (see **figure 7**). Putative targets of miR-101a-3p include those that are relevant to synaptogenesis signaling, synaptic long-term potentiation (LTP) and long-term depression (LTD), axonal guidance signaling, protein kinase A signaling, and GABA receptor signaling. Examples of miR-101a-3p targeted mRNAs include the calcium voltage-gated channel auxiliary subunit beta 2 gene (*CACNB2*), which is involved in synaptic LTD and GABA receptor signaling. miR-101a-3p is upregulated and hence, its targets are likely downregulated. The solute carrier family 6A member 3 gene (*SLC6A3*), which encodes the dopamine transporter, is a putative target of miR187-3p. miR187-3p is downregulated, hence the dopamine transporter gene is likely upregulated.

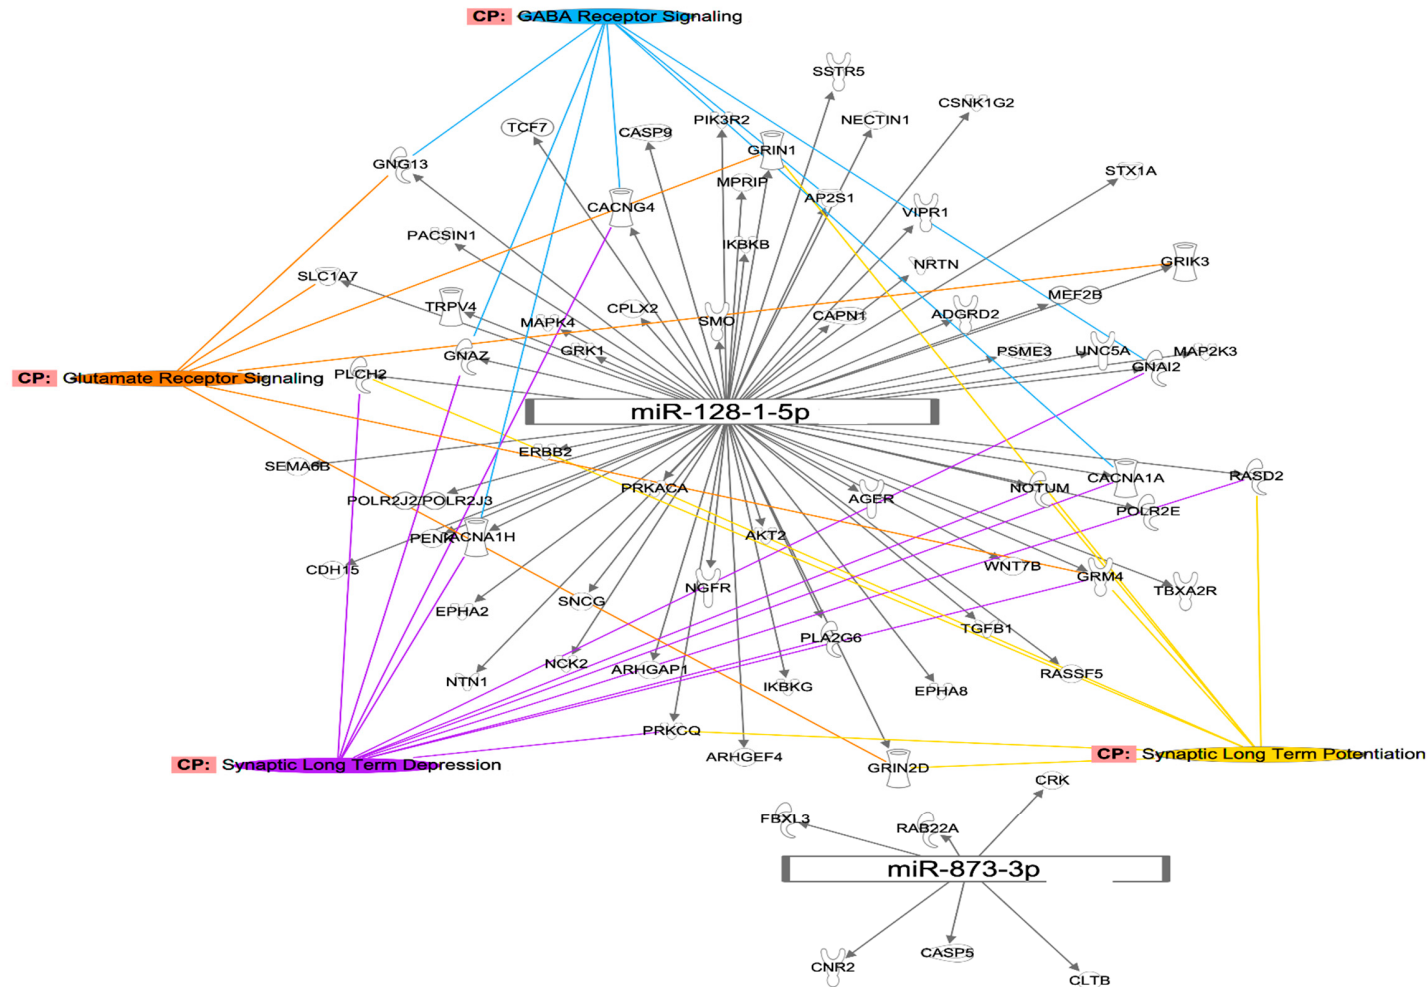

**Figure S5.** IPA miRNA Target Filter prediction of miRNA-mRNA-pathway regulatory networks containing miRNAs differentially expressed in the PL-PFC of rats with either withdrawal or protracted abstinence. miR-128-1-5p and miR-873-3p were differentially expressed in the PL-PFC due to either an 18-hr withdrawal or a 4-week abstinence (see **figure 7**). Examples of the predicted targets of miR-128-1-5p include the PI3 kinase receptor 2 gene (*PI3KR2*) and the phospholipase A2 group VI gene (*PLA2G6*). Predicted targets of miR-128-1-5p also include the glutamate ionotropic receptor NMDA type subunit 1 gene (*GRIN1*), the glutamate ionotropic receptor NMDA type subunit 2D gene (*GRIN2D*), the metabotropic glutamate receptor 4 gene (*GRM4*), the glutamate ionotropic receptor kainate type subunit 3 gene (*GRIK3*), and the solute carrier family 1 member 7 gene (*SLC1A7*; encoding the glutamate transporter EAAT5). These targets are involved in glutamate receptor signaling as well as synaptic LTD and LTP pathways. Additionally, miR-128-1-5p was predicted to target those genes encoding several subunits of the voltage gated calcium channels (*CACNA1A* and *CACNA1H*) and the calcium channel auxiliary subunit gamma 4 (*CACNG4*). miR-128-1-5p is downregulated and miR-873-3p is upregulated, and hence their targets are expected to be increased and decreased, respectively.

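rno-miR-128-1-5p, a neuron-enriched miRNA, was lower in the PL in both groups than in naïve rats. It was at 4.08 ± 0.25 log2 CPM at withdrawal, 4.08 ± 0.45 after abstinence and 4.92 ± 0.67 in naïve rats (SD, n = 4 each; exact permutation p = 0.0571 and 0.114). The log2FC was −0.85 at withdrawal (standard error 0.29, adjusted p = 0.624 from edgeR). After abstinence, the change in the IL minus that in the PL was 1.33 (standard error 0.41, adjusted p = 0.416). rno-miR-873-3p was also lower in both groups, at 6.68 ± 0.33 log2 CPM at withdrawal, 6.66 ± 0.21 after abstinence and 7.38 ± 0.69 in naïve rats (SD, n = 4 each; exact permutation p = 0.143 and 0.114). Its log2FC was −0.76 at withdrawal (standard error 0.29) and −0.85 after abstinence (standard error 0.30, adjusted p = 0.646). Without naïve rat M378 none of these 4 calls held, with a log2FC of −0.44 and −0.55 for rno-miR-128-1-5p and −0.48 and −0.51 for rno-miR-873-3p at withdrawal and after abstinence.

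**Figure D5:**
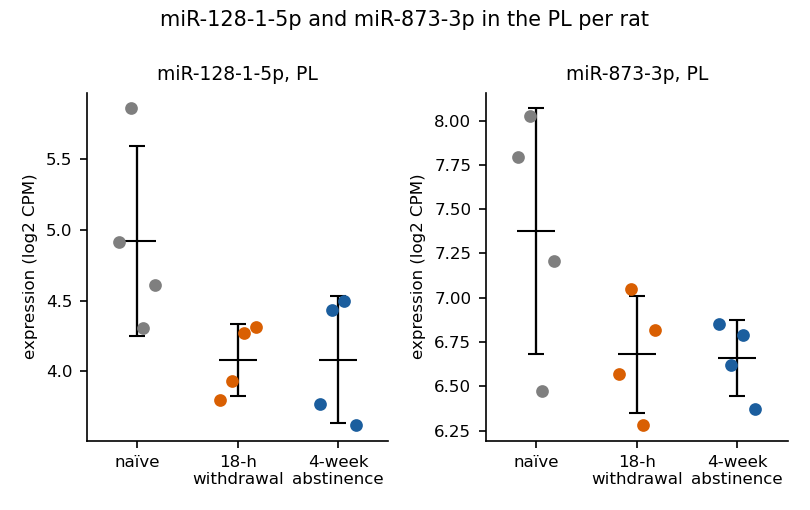
Expression (log2 CPM) of rno-miR-128-1-5p and rno-miR-873-3p in the PL of naïve rats, rats at 18-h withdrawal and rats after 4 weeks of abstinence, with dots for single rats and bars for the mean ± SD of 4 rats. For rno-miR-128-1-5p the naïve rats range from 4.31 to 5.86 and the withdrawal rats from 3.80 to 4.32.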

**Table S1.** The concentration and RNA integrity number (RIN) of 36 rat brain RNA samples

**Table S2.** Addiction behavior Z scores and addiction index of rats with an 18-hr withdrawal or a 4-week abstinence

Mean±SD of addiction index in Group A: 0.461±0.288.

Mean±SD of addiction index in Group B: 0.400±0.386.

t-test of addiction index differences between Group A and Group B rats:  $t = 0.25$ ,  $P = 0.807$ .

**Table S3a.** Correlation of addiction index with expression levels of top differentially expressed miRNAs ( $|FC| \geq 2.0$  &  $P < 0.05$ ) in three rat brain regions by partial correlation analysis

IL-PFC: Infralimbic prefrontal cortex; PL-PFC: Prelimbic prefrontal cortex; NAc: Nucleus accumbens.

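No correlation of 16 miRNAs with the addiction index passed in any of the 3 regions (48 relations), as computed from the values listed for the 8 rats as partial correlations given the group. The highest was that of rno-miR-136-3p, of the Dlk1-Dio3 locus, in the IL (Pearson r = 0.73, exact permutation p = 0.128, and Spearman rho = 0.78, exact permutation p = 0.142, n = 8). Without 2 rats far from the middle of the scores, r was 0.55. After Benjamini-Hochberg adjustment over all 192 relations of the 4 scores, the lowest adjusted p of the index was 0.796. The exact tests permuted the scores within each group.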

Normalized expression levels of miRNAs are listed under the name of each miRNA.

**Table S3b.** Correlation of Z ESC with expression levels of top differentially expressed miRNAs ( $|FC| \geq 2.0$  &  $P < 0.05$ ) in three rat brain regions by partial correlation analysis

IL-PFC: Infralimbic prefrontal cortex; PL-PFC: Prelimbic prefrontal cortex; NAc: Nucleus accumbens.

Normalized expression levels of miRNAs are listed under the name of each miRNA.

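For Z ESC, the score of escalation, 1 of 48 relations had an exact permutation p under 0.05, that of rno-miR-381-3p in the PL (Pearson r = 0.83, exact permutation p = 0.0295; Spearman rho = 0.71, exact permutation p = 0.137; n = 8). In the IL the correlation of the same miRNA was low (r = 0.10, exact permutation p = 0.845). The statistics that the table lists for each of these regions match the expression listed for the other in 11 or 12 of 16 miRNAs. Which of the 2 regions the values belong to is thus in doubt. In Table S3a, however, the statistics of the addiction index match their own region in 16 (IL) and 15 (PL) of 16 miRNAs. In the PL the correlation of rno-miR-381-3p with Z ESC fell to r = 0.51 without the 2 rats farthest from the mean. Its adjusted p over 192 relations was 0.603.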

**Table S3c.** Correlation of Z PR with expression levels of top differentially expressed miRNAs ( $|FC| \geq 2.0$  &  $P < 0.05$ ) in three rat brain regions by partial correlation analysis

IL-PFC: Infralimbic prefrontal cortex; PL-PFC: Prelimbic prefrontal cortex; NAc: Nucleus accumbens.

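For Z PR, the score of progressive ratio, 13 of 48 relations had an exact permutation p under 0.05, and 9 had one by Spearman correlation. In the NAc, the miRNAs with the strongest relations had less expression in rats with a higher score: rno-miR-872-5p (Pearson r = −0.92, exact permutation p = 0.0243; Spearman rho = −0.76, exact permutation p = 0.0729), the neuron-enriched rno-miR-137-3p (r = −0.92, exact permutation p = 0.0278; rho = −0.85, exact permutation p = 0.0278) and rno-miR-192-5p (r = −0.89, exact permutation p = 0.0139; rho = −0.84, exact permutation p = 0.0347), all with n = 8. In the PL, rno-miR-448-3p, hosted by Htr2c, correlated with r = 0.88 (exact permutation p = 0.0243; rho = 0.75, exact permutation p = 0.0938), while in the IL it had r = −0.38 (exact permutation p = 0.292). The same doubt holds about the labels of these 2 regions, whose listed statistics match the other's expression in 12 of 16 miRNAs. Those of the addiction index, in Table S3a, match their own region in 16 (IL) and 15 (PL) of 16. Without the 2 rats farthest from the mean, both of the abstinence group, r was −0.63, −0.64 and −0.69 for the 3 miRNAs in the NAc. For rno-miR-448-3p in the PL it was then 0.52. With the score permuted within groups for the 48 relations together, a test chosen after the 13 were seen, 2.33 relations on average and at most 16 were under 0.05, and 13 or more were with a permutation p = 0.0139 (adjusted p = 0.0556 over the 4 scores). Over all 192 relations, none passed an adjusted p under 0.05 (lowest 0.603).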

Normalized expression levels of miRNAs are listed under the name of each miRNA.

**Table S3d.** Correlation of Z Shock with expression levels of top differentially expressed miRNAs ( $|FC| \geq 2.0$  &  $P < 0.05$ ) in three rat brain regions by partial correlation analysis

  

  

IL-PFC: Infralimbic prefrontal cortex; PL-PFC: Prelimbic prefrontal cortex; NAc: Nucleus accumbens.

Normalized expression levels of miRNAs are listed under the name of each miRNA.

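For Z Shock, the score of responding despite shock, none of 48 relations had an exact permutation p under 0.05, and the lowest exact permutation p was 0.0625 (adjusted p = 0.603 over 192 relations). It was that of rno-miR-582-3p in the NAc (Pearson r = 0.74, and Spearman rho = 0.61 with an exact permutation p = 0.161, n = 8). Without 2 rats far from the middle of the scores, r was 0.78.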

How the deposited data were processed for this re-analysis (not part of the article)

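The data are small RNA counts from 36 libraries of 12 heterogeneous stock rats, with 3 regions (IL, PL and NAc) from each rat and 4 rats in each of 3 groups: cocaine-naïve, acute withdrawal and 4 weeks of abstinence. The interval of acute withdrawal is 18 h in the paper and 16 h in the sample labels. Each library was tied to its rat, region and group by the sample labels and Table S1, except 1 naïve NAc library that the text of Table S1 analysed here does not list, which was tied to rat M480 by the design, as the only rat listed without an NAc library. According to the authors, total RNA from dissected tissue was made into small RNA libraries, and the reads were pre-processed, aligned and quantified per mature miRNA with the CAP-miRseq workflow; the counts are as deposited, with no further normalization. The paper names a different genome build from the submitters' processing notes (mRatBN7.2, rn7). The values are whole numbers, 1 per mature miRNA and library, for 723 miRNAs, of which 95 had no count. Names of 686 miRNAs matched a gene of the reference table, which was used for names alone. No duplicates were found among the 54 pairs of libraries of the same group and region, and other pairs were not compared. The lowest chi-square per degree of freedom of the 54 pairs was 227, 0 pairs were identical, and the lowest Pearson r of log2 CPM was 0.948.

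Total counts per library (lowest, median, highest) were 8510309, 9570099 and 11035007 for naïve, 8888971, 9406154 and 10350700 for withdrawal and 6192155, 8879928 and 11150270 for abstinence in the IL; 7517269, 8713412.5 and 9911807, 11372613, 14046849 and 18877136, and 9595922, 11120838.5 and 11852582 in the PL; and 9509360, 11277097.5 and 12757547, 10251905, 12918769 and 14840649, and 10180765, 11791559 and 12233395 in the NAc. At these depths counting error is small beside the differences between rats for all but the least expressed miRNAs. In the PL all withdrawal libraries were deeper than all naïve libraries, so depth and group cannot be told apart there. The paper sequenced the libraries in pools and does not say which shared a pool, so an effect of the pool was not tested. The RIN values listed ranged from 7.4 to 9.3, and 2 libraries were under 8. The first 2 principal components of log2 CPM held 49.3% and 9.90% of the variance.

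Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0; behavioral values and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Low counts were removed with filterByExpr (minimum count 10, minimum total count 15) for the 9 combinations of group and region, which kept 457 miRNAs with 99.998106% of the counts, and library sizes were scaled by TMM. All 36 libraries were fitted with edgeR's quasi-likelihood model with 1 mean per combination and RIN as a covariate. Withdrawal and abstinence were compared with naïve, and abstinence with withdrawal, in each region, and the difference of each change between 2 regions was tested in the same model. Thresholds were those of the paper, a fold change of at least 1.5 (and of at least 2) with an unadjusted p under 0.05, and Benjamini-Hochberg adjusted p-values under 0.05 are given beside. The 3 regions of each rat were also summed, and the regions of the 4 naïve rats were compared with the rat as a block. Log2 CPM values used a prior count of 0.5. Standard errors given with edgeR changes are approximate and can be unreliable where a change is very small or a group has almost no counts. For rno-miR-382-3p, the PL minus NAc difference had one of 1.80 in abstinence against naïve and of 0.70 at withdrawal. Exact permutation tests on single miRNAs are two-sided over all splits of 4 rats against 4.

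Because each rat gave 3 libraries, rat numbers pair the samples across regions, as the labels and Table S1 state. Within a group, deviations of log2 CPM from the group mean correlated between the regions of 1 rat with a median r of 0.147 (IL and NAc), 0.265 (IL and PL) and 0.267 (PL and NAc), and the consensus correlation of the libraries of 1 rat was 0.117. The rat was therefore also fitted as a block, random with limma-voom and fixed with edgeR for differences between regions.

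The miRNAs named are those of the paper's Tables 1 to 3 and of its text, whose values in those tables had been seen; in each comparison within a region the 5 with the lowest p in each direction past the thresholds; the 10 with the largest change in each direction (adjusted p under 0.05, mean log2 CPM of at least 5) in the naïve region and summed comparisons; those with an adjusted p under 0.05 where there are at most 10, otherwise the 10 with the lowest p; and 2 to 4 of the most expressed members of a list. Other miRNAs named were chosen after their values were seen, because they met a rule of the closing section or were counted among a few. The 16 lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry: activity-regulated, choroid plexus and ependyma, cocaine literature, Dlk1-Dio3 imprinted locus, Htr2c-hosted, immune cell and microglia, let-7 family, miR-15/16 family, miR-17 family and clusters, miR-29 family, miR-290 cluster, miR-30 family, muscle and liver, neuron-enriched, oligodendrocyte, and vascular and meningeal. An erythrocyte list had 1 tested member and was read as a single miRNA. Overlaps between 2 comparisons that share a group were set beside 100 simulations of unchanged groups with the means and dispersions of the data.

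Alternatives were limma-voom with RIN (the paper's method), DESeq2, voomWithQualityWeights, RLE factors, no composition factors, no low-count filter, at least 10 CPM in 4 libraries or more, no RIN, the 12 libraries of the region alone, no libraries with RIN under 8, the rat as a block, and each rat left out in turn. The tests were checked on simulated data for withdrawal against naïve rats in the IL. Of miRNAs changed 1.5-fold, 2-fold and 4-fold, edgeR called 34.8%, 68.7% and 95.5% at the thresholds of the paper, and 3.14% of those without change. At an adjusted p under 0.05 it called 21.2%, 59.7% and 93.9%, and 1.18% of those without change. Of the 454 miRNAs in this simulation, 66, 67 and 66 were changed 1.5-fold, 2-fold and 4-fold, and 255 were not. The rates at an adjusted p depend on this large share of changed miRNAs. They do not give the rates for real comparisons in which few miRNAs change.

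Behavioral scores and the expression values set beside them are those listed in Tables S2 and S3 for 8 rats. These tables number the rats within each group, and the numbers were not matched to libraries. Partial correlations given the group were tested by exact permutation within groups, with Spearman correlation and the t approximation as alternatives, and adjusted over 192 relations. No library or column of counts was left out. Target prediction and pathway analysis were not analysed here.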

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

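The tests of rno-miR-187-3p and of the Htr2c-hosted miRNAs without withdrawal rat M153 were set before their results were seen, and the other tests of the 3 patterns weighed here were chosen after.

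The fall of rno-miR-187-3p and of the miRNAs hosted by Htr2c in the IL between withdrawal and abstinence rests partly on withdrawal rat M153. Without this rat rno-miR-187-3p (log2FC = −0.87, standard error 0.24, adjusted p = 0.566, with a range of 0.00123 to 0.352 over the alternative settings with all rats) and rno-miR-448-3p (log2FC = −0.83, standard error 0.39) still passed the thresholds, while rno-miR-764-5p and rno-miR-1298 did not (log2FC = −0.62 and −0.54). Accumbens tissue in the withdrawal samples, where rno-miR-187-3p is far more abundant, would need a share of 12.0% and is argued against: 50 NAc-enriched miRNAs would then have a median log2FC of −0.69, but their median was 0.34 (lowest −0.67, highest 2.37), and observed exceeded predicted values by a median of 1.12 (SD 0.83). Choroid plexus or ependyma in the samples cannot be told apart from a change in the IL: the mean of 8 such miRNAs correlated with rno-miR-187-3p within groups at Pearson r = 0.77 (permutation p = 0.0584; Spearman rho = 0.55, permutation p = 0.136; n = 12), at r = 0.42 without M153 (permutation p = 0.439; rho = 0.26, permutation p = 0.530) and at r = −0.31 without M153 and naïve rat M476 (permutation p = 0.383), so the relation rests on 2 rats. The median log2FC of these 8 miRNAs between abstinence and withdrawal was −0.93 with M153 and −0.037 without it. A response of the IL to the length of abstinence stays open as well.

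The miR-183 and miR-200 families were high in the PL and NAc of withdrawal rat M172. A response shared by the withdrawal rats is argued against in the NAc. Without M172 the median log2FC of 7 members against naïve was −0.23 there (SD 0.25), with 0 past the thresholds, against 3.79 with 7 past them. In the PL a shared response stays open, since the comparisons differ. Against naïve, a group with a raised rat (M157), the median without M172 was −0.024 (SD 0.61), with 0 past the thresholds, against 2.85 with 3 past them. In abstinence against withdrawal without M172, rno-miR-183-5p (−1.05), rno-miR-182 (−0.76) and rno-miR-200c-3p (−0.41) stayed below 0, and rno-miR-200b-3p was lower still. None of these passed the thresholds then. In the IL a shared response stays open too. Without M172 the median of 7 members there was 1.32 at withdrawal against naïve (SD 0.93, 7 above 0 and 0 past the thresholds). In abstinence against withdrawal it was −1.99 (SD 1.91, 0 above 0 and 4 past them). Skin or gut epithelium is argued against too: of 4 epithelial miRNAs in 2 regions, 0 of 8 values in M172 were above all other libraries of the region (in the PL rno-miR-205 was at 3.87 log2 CPM against a median of 3.58, and rno-miR-375-3p at 5.55 against 4.85). A difference of this rat in all regions stays open. The median member was highest in M172 in 3 of 3 regions, but the PL and the NAc (8 of 8 members each) define the pattern, so the IL alone bears on it, with 5 of 8 members highest in M172 and withdrawal rat M366 close behind (rno-miR-200b-3p at 4.52 log2 CPM against 5.19). The families were also raised in the PL of naïve rat M157 (rno-miR-200b-3p at 5.97 and rno-miR-183-5p at 6.90) and of M366 (5.46 and 5.93), while rno-miR-200b-3p in the NAc of these 2 rats was at 2.73 and 2.00, so a rise in 1 region of a rat also occurs. Other epithelial or sensory tissue was not tested.

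The miR-290 cluster was nearly absent in all 3 regions of withdrawal rats M172 and M154. A response shared by the withdrawal rats is argued against, since 2 of the 4 (M153 and M366) had rno-miR-292-5p at or above the lowest naïve rat in all 3 regions. Too few reads are argued against, since the naïve share would give 271 counts over the 6 libraries and 13 were observed. A difference between these outbred rats may be the source but cannot be told apart: the share of variance between rats within groups was 0.861 for rno-miR-292-5p (rank 3 of 457), 0.654 for rno-miR-295-3p (rank 10) and 0.422 for rno-miR-292-3p (rank 50, percentile 89.3), against a median of 0.178 and a 95th percentile of 0.530, and no genotype was analysed here.

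Single libraries stood apart from the other 3 of their group in 18 of 233 groups of 4 tested (7.73%), where chance gives about 1 in 20. In log2 CPM, these were in the naïve IL rno-miR-497-5p at 3.79 and rno-miR-106b-5p at 1.26 (lowest, M480), rno-miR-873-5p at 6.12 (highest, M157) and rno-miR-132-5p at 10.59 (lowest, M378), and in the naïve PL rno-miR-500-3p at 0.81 (lowest, M480) and rno-miR-183-5p at 6.90 (highest, M157). Among withdrawal rats they were rno-miR-106b-5p at 1.97 (IL, highest, M154) and, in M172, rno-miR-1188-3p at −4.46, rno-miR-150-5p at 8.68 and rno-miR-667-3p at 5.91 (PL, lowest), rno-miR-741-3p at 0.53 (PL, highest) and rno-miR-200c-3p at 7.38 (PL, highest) and 6.22 (NAc, highest). Among abstinence rats they were rno-miR-743a-3p at 0.53 and rno-miR-182 at 2.93 (PL, highest, M456), rno-miR-200a-5p at −1.79 (PL, highest, M170), rno-miR-582-3p at 1.99 (NAc, lowest, M363) and rno-miR-29c-3p at 4.45 (NAc, highest, M472). Of 54 groups of library measures 2 stood apart, both for RIN: 8.2 in withdrawal rat M366 (IL) and 8.1 in naïve rat M476 (NAc).

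The change of rno-miR-338-3p at withdrawal differed between the PL and the NAc by 1.71 (adjusted p = 0.501 over 457 miRNAs), a difference that passed by its unadjusted p. Outside the miRNAs of the paper's tables, groups did not overlap (chance gives 2 of 70 splits for each miRNA) and the change was at least 2-fold for rno-miR-207 at withdrawal in the NAc (log2FC = 1.01), for rno-miR-153-3p (2.39), rno-miR-369-3p (2.11), rno-miR-374-3p (1.79), rno-miR-207 (1.48) and rno-miR-3541 (1.05) in the IL in abstinence against naïve rats, and for rno-miR-153-3p (2.37) in abstinence against withdrawal. All are of low expression, and none passed an adjusted p under 0.05.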

How the results depend on the processing

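Of the settings below, filterByExpr without groups, leaving out 4 libraries that stand apart (withdrawal M153 IL, withdrawal M172 PL and NAc, abstinence M363 NAc), leaving out the miR-200 and miR-183 families, and the naïve regions without rat M476 and without RIN were chosen after seeing the data; the other alternatives and the leaving out of each rat were set before the data were examined.

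Of 104 calls of named miRNAs, 29 passed the thresholds under all pre-set alternatives and 11 without each rat in turn. Over 1376 values of named miRNAs under the pre-set alternatives 1097 kept direction and side of the threshold, 209 fell below it, 68 rose above it and 2 reversed; with each rat left out 740 of 1031 were kept, 241 fell below, 38 rose above and 12 reversed, and under the added settings 288 of 353 were kept and 10 reversed. With 4 rats per group, simulated 1.5-fold changes were called in 34.8% and 2-fold changes in 68.7% of miRNAs, so a miRNA not called may have changed (limma-voom called 19 in the IL at withdrawal where edgeR called 29). Of counts and other results 251 of 309 were within 1.5 times the value reported. The values that were not are given by setting; the cause was not tested, except that fewer miRNAs or libraries enter some settings by construction.

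Numbers of miRNAs past the thresholds in withdrawal or abstinence against naïve, or between abstinence and withdrawal: limma-voom with RIN gave 19 (IL) at withdrawal, 11 (NAc) in abstinence and 18, 7 and 1 (IL, PL, NAc) between them, with 0 at an adjusted p in the IL. With the rat as a block, limma-voom gave 10 (NAc) in abstinence and 18, 7 and 1 between them, with 0 at an adjusted p in the IL; the rat as a fixed block in edgeR left differences between regions at 0. Without RIN the numbers were 45 (IL), 58 (IL) and 10 (NAc), and 8 (NAc). With at least 10 CPM in 4 libraries they were 12 and 7 (PL, NAc), 25, 7 and 8 (IL, PL, NAc), and 15 and 5 (IL, PL). With the 12 libraries of the region alone they were 11 (PL), 7 (PL), and 1 and 9 (PL, NAc). voomWithQualityWeights gave 9 (PL), 5 and 13 (PL, NAc), and 14 and 10 (IL, PL), with 2 at an adjusted p in the IL in abstinence against naïve and 0 against withdrawal. Without a low-count filter the numbers were 17 and 15 (PL, NAc) in abstinence and 10 (NAc) against withdrawal, without composition factors 9 (NAc) in abstinence and 3 at an adjusted p in the IL against withdrawal, and without libraries of RIN under 8 they were 3 and 2 (NAc). DESeq2 gave 7 (NAc) against withdrawal, and 1 at an adjusted p in the IL (abstinence against naïve) and in the PL (against withdrawal). Of the settings chosen after seeing the data, leaving out 4 libraries gave 12 and 36 (IL, PL) at withdrawal, 1 (NAc) in abstinence, and 1 (NAc) against withdrawal with 0 at an adjusted p in the IL; filterByExpr without groups gave 6 (NAc), 7 (PL), and 16 and 4 (IL, PL); and leaving out the 2 families gave 5 (NAc) at withdrawal, and 8 and 1 (PL, NAc) against withdrawal. The 2 list calls were 0 with an estimated correlation and 0 by fry, and the overlaps were 0 at an adjusted p.

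With each rat left out, the counts ranged at withdrawal from 7 (without M153) to 53 (M154) in the IL, 4 (M378) to 57 (M476) in the PL and 9 (M480) to 21 (M476) in the NAc; in abstinence against naïve from 24 (M456) to 71 (M472), 7 (M378) to 23 (M476) and 0 (M363) to 29 (M456); and against withdrawal from 13 (M153) to 44 (M172), 7 (M456) to 17 (M153) and 0 (M170 among others) to 9 (M154), with 0 (M170 among others) to 7 (M172) at an adjusted p in the IL. In naïve rats the count of the NAc against the PL ranged from 4 (M476; 253 without RIN as well) to 255 (M480), and that of the IL against the PL from 0 to 2 (M476; 0 without RIN as well). The difference in addiction index was 0.0613 with 8 rats and −0.0487 to 0.215 with 1 left out.

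The miRNAs that reversed were of the miR-183 and miR-200 families, without the 4 libraries and, as the first end of each range with each rat left out, without M172. At withdrawal these were rno-miR-183-5p at −0.24 (−0.27 to 4.90) and rno-miR-200c-3p at −0.14 (−0.17 to 2.26) in the PL, and rno-miR-183-5p at −0.21 (−0.23 to 3.68), rno-miR-200a-3p at −0.17 (−0.20 to 4.24), rno-miR-200b-3p at −0.39 (−0.41 to 4.31) and rno-miR-429 at −0.21 (−0.26 to 4.48) in the NAc. Between abstinence and withdrawal in the NAc, where M172 gave the second end, they were rno-miR-182 at 0.52 (−2.62 to 0.45), rno-miR-183-5p at 0.62 (−3.24 to 0.59), rno-miR-200b-3p at 0.56 (−4.20 to 0.48) and rno-miR-429 at 0.83 (−4.48 to 0.56). In the PL rno-miR-741-3p reversed to −0.58 and rno-miR-871-3p to −0.62 under voomWithQualityWeights, with ranges of −1.50 (without M456) to 3.43 and −2.66 (without M456) to 4.34.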

Differences from the paper's values

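The comparison with filterByExpr without groups, with 4 libraries left out and without the miR-200 and miR-183 families was chosen after seeing the values, and the other alternatives were set before the data were examined.

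All 95 entries of the paper's Tables 1 to 3 had the same sign here. Of their log2FC values, 0 of 95 differed by more than the SD between rats. Both values come from the same rats, so this limit is wide and does not measure agreement. It admits −2.51 in the paper and −1.03 here for rno-miR-292-5p at withdrawal in the IL (SD 2.11). Of these entries 70 passed the thresholds here, and 97 of the 167 calls here, with a miRNA counted in each comparison it passes, are not in the tables. Under limma-voom with RIN, the method the paper names, 74 of 95 passed. Under filterByExpr without groups, chosen after seeing the values, 75 of the 95 entries passed and 20 did not.

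The paper tested 377 miRNAs and 457 were tested here; filterByExpr without groups tests 374. At the thresholds of the paper, the numbers of miRNAs differed by more than 1.5 times in 6 of 9 comparisons. They differed by less at withdrawal against naïve in the IL (21 in the paper, 29 here) and the PL (18 and 22). For withdrawal against naïve in the NAc the paper's number is 2 and the number here 13, and no alternative came within 1.5 times the paper's. For abstinence against naïve in the IL the paper's number is 23 and the number here 38; it was within 1.5 times under limma-voom (32), at least 10 CPM in 4 libraries (25), limma-voom with the rat as a block (31) and without rat M170, M456, M157 or M476 (28, 24, 33 and 26), and not under DESeq2, RLE factors, no composition factors, no low-count filter, no RIN, the 12 libraries of the region alone, no libraries with RIN under 8, voomWithQualityWeights or without any other rat. For abstinence against naïve in the PL the paper's number is 7 and the number here 11; it was within 1.5 times under limma-voom (8), at least 10 CPM in 4 libraries (7), the 12 libraries of the region alone (7), voomWithQualityWeights (5), limma-voom with the rat as a block (10) and without rat M157 (9) or M378 (7), and not under the remaining settings. For abstinence against withdrawal in the IL the paper's number is 16 and the number here 29; it was within 1.5 times under limma-voom (18), at least 10 CPM in 4 libraries (15), voomWithQualityWeights (14), limma-voom with the rat as a block (18) and without rat M456 (21) or M153 (13), and not under the remaining settings. For abstinence against withdrawal in the PL the paper's number is 2 and the number here 16, and no alternative came within 1.5 times the paper's (7 under limma-voom, 1 with the 12 libraries of the region alone). For abstinence against withdrawal in the NAc the paper's number is 1 and the number here 4, with 1 under limma-voom, under limma-voom with the rat as a block and without rat M363, and not under the remaining settings. Of the settings chosen after seeing the values, 1 in the NAc was reached without the 4 libraries and without the 2 families, and 28 in the IL and 7 in the PL in abstinence and 16 in the IL against withdrawal under filterByExpr without groups.

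For the mean reads per library the paper's number is 20559895, and the mean total count of mature miRNAs here is 10846605, a total that holds only reads counted for a mature miRNA; no alternative was run.

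Of the paper's calls, with a miRNA counted in each comparison it passes, 25 did not pass here. At withdrawal in the IL, rno-miR-292-5p passed under limma-voom, voomWithQualityWeights and limma-voom with the rat as a block, rno-miR-106b-5p and rno-miR-203a-3p without RIN, and rno-miR-195-5p without RIN and under voomWithQualityWeights. In the PL, rno-miR-1188-3p, rno-miR-9a-5p and rno-miR-872-5p passed under limma-voom with and without the rat as a block, rno-miR-384-5p under both, DESeq2, at least 10 CPM in 4 libraries, voomWithQualityWeights and without the 4 libraries, rno-miR-21-5p under limma-voom and without the 4 libraries, and rno-miR-487b-5p and rno-miR-500-3p under filterByExpr without groups. In abstinence against naïve in the IL, rno-miR-29b-3p passed under limma-voom with and without the rat as a block, DESeq2, RLE factors, no composition factors, no RIN, voomWithQualityWeights, filterByExpr without groups and without the 4 libraries, rno-miR-1249 under DESeq2, RLE factors, no RIN, voomWithQualityWeights and the same 2 added settings, and rno-miR-136-3p under voomWithQualityWeights. In the PL, rno-miR-410-5p passed under limma-voom with and without the rat as a block, no RIN and no libraries with RIN under 8, rno-miR-199a-5p under limma-voom with and without the rat as a block, DESeq2, the 12 libraries of the region alone, no libraries with RIN under 8 and without the 4 libraries, and rno-miR-300-5p with the rat as a block. In the NAc, rno-miR-582-3p passed under limma-voom with and without the rat as a block, DESeq2, no composition factors, at least 10 CPM in 4 libraries, no RIN and voomWithQualityWeights. Between abstinence and withdrawal in the IL, rno-miR-551b-3p passed under limma-voom with and without the rat as a block, DESeq2, no composition factors and voomWithQualityWeights, rno-miR-292-5p with the rat as a block, and rno-miR-496-3p and rno-miR-106b-5p only with a rat left out. In the PL, rno-miR-1188-3p passed under limma-voom with and without the rat as a block, DESeq2 and no RIN, and rno-miR-300-5p under limma-voom with and without the rat as a block. In the NAc, rno-miR-29c-3p passed under limma-voom with and without the rat as a block, DESeq2, RLE factors, no low-count filter, the 12 libraries of the region alone, no libraries with RIN under 8, voomWithQualityWeights, filterByExpr without groups and without the 2 families.

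With 1 rat left out, more of these 25 calls passed. At withdrawal in the IL these were rno-miR-106b-5p and rno-miR-195-5p without M154 and rno-miR-203a-3p without M366, and in the PL rno-miR-9a-5p without M476 or M480, rno-miR-384-5p without M172, M476 or M480, rno-miR-872-5p and rno-miR-21-5p without M476, and rno-miR-500-3p without M153 or M480. In abstinence against naïve they were in the IL rno-miR-29b-3p without M170, M456 or M378, rno-miR-136-3p without M480 and rno-miR-1249 without M363, M472, M378 or M480, in the PL rno-miR-410-5p without M363 and rno-miR-199a-5p without M472 or M476, and in the NAc rno-miR-582-3p without M456 or M476. Between abstinence and withdrawal they were in the IL rno-miR-551b-3p and rno-miR-106b-5p without M154 and rno-miR-496-3p without M363 or M154, in the PL rno-miR-1188-3p without M472, M153 or M366 and rno-miR-300-5p without M170, and in the NAc rno-miR-29c-3p without M363, M456, M153, M172 or M154.

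For the correlations with behavioral scores, values were recomputed from the expression and scores listed in Table S3, with the paper's p first. For Z ESC and rno-miR-381-3p in the IL the paper gives p = 0.021, and the exact permutation p is 0.845 (Spearman 0.738, t approximation 0.827; all differ). For Z PR and rno-miR-448-3p in the IL the paper gives p = 0.009, and the exact permutation p is 0.292 (Spearman 0.427, t approximation 0.406; all differ). For Z PR in the NAc the t approximation is within 1.5 times the paper's value for each of the following, and the exact and Spearman permutation p are not: rno-miR-137-3p, the paper's p = 0.004, exact 0.0278, Spearman 0.0278, t approximation 0.00372; rno-miR-192-5p, the paper's p = 0.007, exact 0.0139, Spearman 0.0347, t approximation 0.00672; rno-miR-448-3p, the paper's p = 0.031, exact 0.0486, Spearman 0.0556, t approximation 0.0310; rno-miR-582-3p, the paper's p = 0.049, exact 0.0938, Spearman 0.118, t approximation 0.0487; and rno-miR-872-5p, the paper's p = 0.004, exact 0.0243, Spearman 0.0729, t approximation 0.00356. In Tables S3b to S3d the statistics listed for the IL and the PL match those recomputed from the expression listed for the other region in 11 or 12 of 16 miRNAs and those of their own region in 4, while in Table S3a and for the NAc they match their own region in 15 or 16. The expression of rno-miR-381-3p listed for the PL correlates with Z ESC at r = 0.83 and that listed for the IL at 0.10; that of rno-miR-448-3p listed for the PL correlates with Z PR at r = 0.88 and that for the IL at −0.38. In Table S3b, 8 of the correlations listed for the IL cannot go with the p beside them for 8 rats.

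The legend of Figure S5 gives rno-miR-873-3p as upregulated in the PL, while the log2FC here is −0.76 at withdrawal and −0.85 in abstinence, and the paper's own Tables 1 and 2 list it as lower. The text names the 3p arm of miR-192 where Table 2 lists the 5p arm, and the 3p arm was not among the miRNAs tested.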

Other observations

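The tests of splits on the lists of the NAc and of regroupings on the calls in common were chosen after the result was seen, as was the fit of the naïve regions without rat M476 and RIN.

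In naïve rats, the NAc differed from both cortical regions in more than 250 miRNAs, while no miRNA passed between the IL and the PL. At an adjusted p under 0.05, 261 of 418 miRNAs differed between the NAc and the PL and 264 between the NAc and the IL, with similar numbers higher and lower. Of miRNAs with a mean log2 CPM of at least 5, the largest difference was in rno-miR-187-3p, higher in the NAc by a log2FC of 4.31 against the PL (standard error 0.30, adjusted p = 3.62e-06, from edgeR) and 3.92 against the IL (standard error 0.30, adjusted p = 5.96e-06). rno-miR-7a-5p (log2FC = 3.05 and 2.89, standard error 0.39 for both), rno-miR-1298, hosted by Htr2c (2.99 and 2.73, standard error 0.22 for both), and rno-miR-21-5p (2.97 and 3.31, standard errors 0.31 and 0.32) were higher too. Lower in the NAc were the neuron-enriched rno-miR-128-2-5p (log2FC = −2.49 and −2.48, standard errors 0.27 and 0.28), rno-miR-135a-3p (−1.93 and −1.75), rno-miR-206-3p against the IL (−2.03) and 2 abundant members of the let-7 family, rno-let-7c-5p (−1.84 and −1.93, standard errors 0.19 and 0.20) and rno-let-7b-5p (−1.55 and −1.67). Between the IL and the PL, 0 miRNAs passed an adjusted p under 0.05 by edgeR (lowest adjusted p = 0.883) and 0 by limma-voom, and 20 had an unadjusted p under 0.05.

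Other miRNAs with a mean log2 CPM of at least 5 that were far higher in the naïve NAc than in the PL and the IL were rno-miR-872-5p (log2FC = 2.87 and 3.41), rno-miR-101b-3p (2.72 and 3.06), rno-miR-708-3p (2.46 and 2.59) and rno-miR-495 (2.24 and 2.57), and against the PL rno-miR-187-5p (2.71) and rno-miR-192-5p (2.21). Lower were rno-miR-671 (−1.59 and −1.79), rno-miR-1224 (−1.57 and −1.76) and rno-miR-770-3p (−1.46 and −1.81). The count against the PL fell to 4 without naïve rat M476, whose NAc library had the lowest RIN of its group. The median standard error rose from 0.24 to 0.83 with it, and without RIN in the fit as well the count was 253 (median standard error 0.29).

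Summed over the 3 regions of each rat, 9 miRNAs passed the thresholds at withdrawal against naïve, 10 in abstinence against naïve and 9 in abstinence against withdrawal, and 0 of 483 passed an adjusted p under 0.05 by edgeR in any comparison (lowest adjusted p = 0.984, 0.511 and 0.786). By DESeq2 and by limma-voom with the rat as a block the number was 0 as well, and 14, 40 and 16 had an unadjusted p under 0.05. Differences of a change between 2 regions gave 0 of 457 at an adjusted p under 0.05 in all 9 tests by edgeR and by limma-voom. At withdrawal against naïve, 48 (IL minus PL), 5 (IL minus NAc) and 34 (PL minus NAc) had an unadjusted p under 0.05, and so had 39, 20 and 17 for abstinence against naïve and 12, 7 and 4 for abstinence against withdrawal. rno-miR-207 had the lowest p in 3 of these tests, among them the IL minus the PL in abstinence against naïve (2.18, standard error 0.65, adjusted p = 0.416).

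The lists not described with a comparison gave the following. Over the 9 comparisons, the lowest adjusted p from camera was 0.383 for the 13 miRNAs of the cocaine literature list, of which rno-miR-132-5p alone was lower (IL in abstinence), 0.216 for the 6 activity-regulated miRNAs, all below 0 in the PL in abstinence with a median log2FC of −0.25, 0.282 for the miR-15/16 family, 0.249 for the miR-17 family and clusters, 0.254 for the miR-30 family, 0.213 for the miR-290 cluster (medians of −1.05 to 0.88), 0.249 for the 2 oligodendrocyte miRNAs (medians of −0.54 to 0.52), 0.216 for the 9 vascular and meningeal miRNAs, 0.399 for the 3 muscle and liver miRNAs, 0.213 for the immune cell and microglia list and 0.254 for the Dlk1-Dio3 locus, whose medians stayed between −0.13 and 0.03 with 12 calls higher and 12 lower. The erythrocyte miRNA rno-miR-451-5p had log2FC values of −1.21 to 1.13 and a lowest adjusted p of 0.805. All lists hold miRNAs that these brain regions also express.

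Other splits of the 8 rats of each comparison into 4 and 4 (35 splits) give a measure of chance. In abstinence against naïve in the IL, 4 of 35 splits gave as many miRNAs past the thresholds as the real 38 (highest other 47), and in withdrawal against naïve in the IL 6 of 35 (29, highest other 36), so chance cannot be excluded by this test. Nor can it in the other comparisons at these thresholds: 18 of 35 for the PL (22, with a highest other more than 5 times as large) and 16 for the NAc (13, 43) at withdrawal, 20 for the PL (11, 75) and 22 for the NAc (5, 70) in abstinence, and 11 for the IL (29, 65), 19 for the PL (16, 108) and 33 for the NAc (4, 68) in abstinence against withdrawal. Splits that call several times the real number, as in the PL (108) and the NAc (70 and 68), point to a structure of the samples other than the groups, whose source was not tested. At an adjusted p under 0.05, 6 of 35 splits gave as many as the real 1 in abstinence against withdrawal in the IL (highest other 4). For the other comparisons, the differences between regions and the sums per rat, the real counts are 0, so that all 35 of 35 splits give as many by construction and the test carries no information (highest others from 0 to 81). For the calls in common of 2 comparisons that share the naïve, withdrawal or abstinence group, 100 regroupings of the 12 rats gave as many in 23, 43 and 22 in the IL (8, 7 and 9, highest others 29, 41 and 27), in 42, 47 and 89 in the PL (6, 4 and 1, highest others 45, 52 and 56) and, with the withdrawal group shared, in 37 in the NAc (4, highest other 30), so chance cannot be excluded; groupings with several times the real number point to a structure of the samples here too. In the NAc the other 2 numbers are 0, reached in 100 of 100 by construction (highest others 45 and 32).

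For the lists in the NAc between abstinence and withdrawal, 1 of 35 splits was as large for the miR-29 family (−log10 p of 6.54, highest other 2.76) and 2 of 35 for the let-7 family (3.66, highest other 5.13). These lists were picked for their low p among all list tests, 1 of 35 is the smallest share possible and the call was lost with an estimated correlation (adjusted p = 0.160), so chance is not excluded. In naïve rats, splits that keep the regions of each rat paired number 8, too few for a share under 0.05 (261 between the NAc and the PL, 264 between the NAc and the IL and 0 between the IL and the PL, with highest others of 0, 1 and 13). Ignoring the pairing, 1 of 35 splits gave as many miRNAs between the NAc and the PL (261, highest other 1) and between the NAc and the IL (264, highest other 118), and between the IL and the PL the real 0 is reached in 35 of 35 by construction (highest other 45).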
